# Chronic aryl hydrocarbon receptor activity impairs muscle mitochondrial function with tobacco smoking

**DOI:** 10.1002/jcsm.13439

**Published:** 2024-02-09

**Authors:** Liam F. Fitzgerald, Jacob Lackey, Ahmad Moussa, Sohan V. Shah, Ana Maria Castellanos, Shawn Khan, Martin Schonk, Trace Thome, Zachary R. Salyers, Nishka Jakkidi, Kyoungrae Kim, Qingping Yang, Russell T. Hepple, Terence E. Ryan

**Keywords:** Atrophy, Cigarette, Dioxin, Skeletal muscle

## Abstract

**Background:**

Accumulating evidence has demonstrated that chronic tobacco smoking directly contributes to skeletal muscle dysfunction independent of its pathological impact to the cardiorespiratory systems. The mechanisms underlying tobacco smoke toxicity in skeletal muscle are not fully resolved. In this study, the role of the aryl hydrocarbon receptor (AHR), a transcription factor known to be activated with tobacco smoke, was investigated.

**Methods:**

AHR related gene (mRNA) expression was quantified in skeletal muscle from adult controls and patients with chronic obstructive pulmonary disease (COPD), as well as mice with and without cigarette smoke exposure. Utilizing both skeletal muscle‐specific AHR knockout mice exposed to chronic repeated (5 days per week for 16 weeks) cigarette smoke and skeletal muscle‐specific expression of a constitutively active mutant AHR in healthy mice, a battery of assessments interrogating muscle size, contractile function, mitochondrial energetics, and RNA sequencing were employed.

**Results:**

Skeletal muscle from COPD patients (*N* = 79, age = 67.0 ± 8.4 years) had higher levels of *AHR* (*P* = 0.0451) and *CYP1B1* (*P* < 0.0001) compared to healthy adult controls (*N* = 16, age = 66.5 ± 6.5 years). Mice exposed to cigarette smoke displayed higher expression of *Ahr* (*P* = 0.008), *Cyp1b1* (*P* < 0.0001), and *Cyp1a1* (*P* < 0.0001) in skeletal muscle compared to air controls. Cigarette smoke exposure was found to impair skeletal muscle mitochondrial oxidative phosphorylation by ~50% in littermate controls (Treatment effect, *P* < 0.001), which was attenuated by deletion of the AHR in muscle in male (*P* = 0.001), but not female, mice (*P* = 0.37), indicating there are sex‐dependent pathological effects of smoking‐induced AHR activation in skeletal muscle. Viral mediated expression of a constitutively active mutant AHR in the muscle of healthy mice recapitulated the effects of cigarette smoking by decreasing muscle mitochondrial oxidative phosphorylation by ~40% (*P* = 0.003).

**Conclusions:**

These findings provide evidence linking chronic AHR activation secondary to cigarette smoke exposure to skeletal muscle bioenergetic deficits in male, but not female, mice. AHR activation is a likely contributor to the decline in muscle oxidative capacity observed in smokers and AHR antagonism may provide a therapeutic avenue aimed to improve muscle function in COPD.

## Introduction

Tobacco smoking is a leading cause of death and preventable disease, including chronic obstructive pulmonary disease (COPD). Patients with COPD, as well as smokers without COPD, display symptoms of limb muscle dysfunction including atrophy, weakness and exercise intolerance, fibre type shifts, and reduced muscle oxidative capacity.^1^, ^2^, ^3^, ^4^, ^5^, ^6^, ^7^, ^8^ Preclinical studies involving tobacco smoke exposure yield similar muscle affect.^9^, ^10^, ^11^ While progress has been made toward understanding the impact of limb muscle dysfunction on COPD patient outcomes, the mechanisms that contribute to intrinsic muscle dysfunction with tobacco smoking are ill‐defined.

Several constituents of tobacco smoke activate the aryl hydrocarbon receptor (AHR), a ligand‐activated transcription factor which upregulates xenobiotic enzymes. Although transient AHR activation is necessary to degrade toxins, chronic AHR activity can lead to pathology,^12^ and some reports have suggested mitochondrial mechanisms may be involved.^13^, ^14^, ^15^ Recent work has revealed that cigarette smoke increases AHR signalling in both mice and humans, and that AHR antagonism can attenuate myotube atrophy.^11^ However, the mechanisms linking constitutive AHR activity to muscle pathology are incompletely understood. On this basis, the goal of this study was to determine the role of chronic cigarette smoke‐induced AHR activation in skeletal muscle pathophysiology. Experiments involving chronic cigarette smoke exposures were conducted using a newly developed muscle‐specific conditional AHR knockout mouse. Additional experiments employing viral‐mediated ectopic expression of a mutant AHR transgene developed to produce chronic activation of the AHR without cigarette smoking were performed. It was hypothesized that muscle‐specific knockout of the AHR would attenuate muscle atrophy, weakness, and biochemical deficiencies limiting oxidative capacity of the muscle caused by chronic cigarette smoke exposure, whereas viral‐mediated chronic AHR activation in muscle would cause muscle atrophy, weakness, and mitochondrial dysfunction.

## Methods

### Animals

We generated muscle‐specific AHR knockout mice (AHR^mKO^) by breeding conditionally floxed AHR mice (AHR^tm3.1Bra^/J, Jackson Laboratories, Stock No. 006203) with HSA‐MCM mice that express MerCreMer double fusion protein under the control of the human ACTA1 promoter (Tg (ACTA1‐cre/Esr1*)2Kesr/J, Jackson Laboratories, Stock No. 025750). Muscle‐specific AHR knockout was induced by intraperitoneal injection of tamoxifen (80 mg/kg) for five consecutive days. Muscle‐specific DNA recombination was confirmed using PCR amplification of genomic DNA using primers flanking Exon 2 (Forward = 5‐atcttgtgtcaggaacaggccatc‐3′ and Reverse = 5′‐ggtacaagtgcacatgcctgc‐3′). All other experiments involved C57BL6J mice (*n* = 80) obtained from Jackson Laboratories (Stock No. 000664). All animal experiments adhered to the Guide for the Care and Use of Laboratory Animals from the Institute for Laboratory Animal Research, National Research Council, Washington, D.C., National Academy Press, 2011, and any updates. All procedures were approved by the Institutional Animal Care and Use Committee of the University of Florida (Protocol 202009766).

### Cigarette smoke exposure

Three weeks following the last intraperitoneal injection of tamoxifen, AHR^mko^ mice were exposed to either room air or tobacco smoke (TS) for 16 weeks with exposures lasting 2 h per day, 5 days per week. The concentration of TS was measured during each smoke exposure using a standard flow meter and a filter paper per manufacturer protocol. The average TS concentration across the 16 weeks was 220 ± 80 mg/m^3^. Mice in the air‐exposed group were kept in the same barrier facility as the TS‐exposed mice, but not exposed to TS.

### Adeno‐associated virus construction and delivery

To accomplish muscle cell‐specific overexpression of transgenes, the human skeletal actin (ACTA1; termed HSA herein) promoter was PCR amplified from human DNA isolated from a donor muscle biopsy. The AAV‐HSA‐GFP plasmid was developed by inserting the HSA promoter and GFP (ZsGreen1) into the promoterless AAV vector (Cell BioLabs, Cat. No. VPK‐411‐DJ) using In‐Fusion Cloning (Takara Bio, Cat. No. 638911). Similarly, the mouse AHR, including ligand binding domain, was PCR amplified from cDNA obtained from a C57BL6J mouse and inserted downstream of the HSA promoter. To generate a constitutively active AHR (CAAHR) vector, the mouse AHR coding sequence was PCR amplified from cDNA obtained from a C57BL6J mouse such that the ligand binding domain (amino acids 277–418) was deleted. The resulting plasmids were packaged using AAV2/9 serotype by Vector Biolabs (Malvern, PA). AAV9 was delivered via intramuscular injections of the gastrocnemius, tibialis anterior (TA), extensor digitorum longus (EDL) muscles of both legs at a dosage of 5E+11 vg/limb.

### Preparation of permeabilized myofibre bundles

Mice were anaesthetized by intraperitoneal injection of ketamine (90 mg/kg) and xylazine (10 mg/kg) and the gastrocnemii removed, blotted to remove excess blood, and weighed. The red portions of the gastrocnemii were then carefully dissected using a pair of sharp scissors and then placed into pre‐cooled buffer A (CaK_2_EGTA (2.77 mM), K_2_EGTA (7.23 mM), MgCl_2_ (6.56 mM), dithiothreitol (0.5 mM), K‐MES (50 mM), imidazole (20 mM), taurine (20 mM), Na_2_ATP (5.3 mM), phosphocreatine (15 mM), pH 7.3 at 4°C). The remaining portions of the gastrocnemii were either used to isolate skeletal muscle mitochondria (see below) or snap‐frozen in liquid nitrogen and stored at −80°C for subsequent analysis. Thin fibre bundles from the red gastrocnemii were carefully separated along their fibre orientation in buffer A at 4°C. Myofibre bundles were then permeabilized by mild shaking for 30 min in buffer A supplemented with saponin (50 μg/mL). After permeabilization, fibre bundles were immediately washed for 10 min in buffer D (MgCl_2_‐6H_2_O (5 mM), K‐MES (105 mM), KCl (30 mM), KH_2_PO_4_ (10 mM), EGTA (1 mM), BSA (2.5 g/L), pH 7.2 at room temperature), then blotted dry to remove excess water and weighed prior to measurement of oxygen consumption or H_2_O_2_ emission.

### Isolation of skeletal muscle mitochondria

To isolate skeletal muscle mitochondria, the gastrocnemius muscle was rapidly dissected and placed in ice‐cold PBS supplemented with 10 mM EDTA. The muscle was carefully trimmed of fat and connect tissues, minced on ice, and digested for 5‐min with 0.025% *w*/*v* trypsin (Millipore‐Sigma, Cat. No. T4799). Following trypsin digestion, the tissue was centrifuged for 5 min at 200× *g* and the supernatant was aspirated. The digested tissue pellet was resuspended in Buffer C (MOPS (50 mM), KCl (100 mM), EGTA (1 mM), MgSO_4_ (5 mM), bovine serum albumin (BSA; 2 g/L); pH = 7.1) and then homogenized via a glass‐Teflon homogenizer (Wheaton) and subsequently centrifuged at 800× *g* for 10 min. The tissue pellet was discarded, and the resulting supernatant was centrifuged at 10 000× *g* for 10 min to pellet mitochondria. All steps were performed at 4°C. The mitochondrial pellet was gently washed to remove any damaged mitochondria and then re‐suspended in Buffer B [MOPS (50 mM), KCl (100 mM), EGTA (1 mM), MgSO_4_ (5 mM); pH = 7.1] and protein concentration was determined using bicinchoninic acid protein assay (ThermoFisher Scientific, Cat. No. A53225).

### Assessment of mitochondrial oxygen consumption and hydrogen peroxide emission

For experiments involving isolated mitochondria, respiratory function was assessed at 37°C in buffer D (in mmol/L) supplemented with creatine monohydrate (5 mM), using the OROBOROS O2K Oxygraph. H_2_O_2_ production was assessed using the Amplex Ultra Red/horseradish peroxidase detection system. Detailed methods for mitochondrial function assessments can be found in the supporting information.

### Nerve‐mediated muscle contractile function

Skeletal muscle contractile function was assessed in the EDL muscle *in situ* using stimulation of the peroneal nerve. Mice were anaesthetised with ketamine (90 mg/kg) and xylazine (10 mg/kg) and the distal EDL tendon was carefully isolated, and a silk ligature was tied and attached to the lever arm of the force transducer (Cambridge Technology; Model: 2250). Force frequency curves were created by stimulating at 1, 25, 50, 75, 100, 125, 150, and 175 Hz with 1‐min rest between contractions. Muscle fatiguability was assessed by delivering 50 Hz contractions every 2 s for 3 min. Recovery from fatigue was examined by delivering additional 50 Hz contractions at 1, 3, 5, and 10‐min post‐fatigue testing. Specific force was calculated by normalizing forces to the muscle weight.

### Skeletal muscle histology and immunofluorescence microscopy

10‐μm‐thick transverse sections of the TA, EDL, and Soleus (Sol) muscles were cut using a cryotome (Leica CM3050S) and collected on slides. Skeletal myofibre cross‐sectional area (CSA) was assessed by staining sections with 5 μg/mL wheat germ agglutinin conjugated to AlexaFluor‐647 (Invitrogen, Cat. No. W32466), washed with PBS, and cover slipped with Vectashield Hardmount with DAPI (Vector Laboratories, Cat. No. H‐1500). Images were obtained at 20× magnification using an Evos FL2 Auto microscope (ThermoFisher Scientific) and tiled images of the entire muscle section were analysed using MuscleJ.^16^

### RNA‐isolation and qRT‐PCR

Total RNA was extracted from gastrocnemius muscle using a Direct‐zol RNA MiniPrep kit (Zymo Research, R2052) following the manufacturer's direction. cDNA was generated from 500 ng of RNA using the LunaScript RT Supermix kit (New England Biolabs, E3010L) according to the manufacturer's directions. Real‐time PCR (RT‐PCR) was performed on a Quantstudio 3 (ThermoFisher Scientific) using Luna Universal qPCR master mix (New England Biolabs, M3003X) and the following primers: *Ahr* (Forward‐AACATCACCTATGCCAGCCG, Reverse‐GGTCTCTGTGTCGCTTAGAAGG), *Cyp1a1* (Forward‐CAGCCTTCCCAAATGGTTTA, Reverse‐GCCTGGGCTACACAAGACTC), and *L32* (Forward‐TTCCTGGTCCACAATGTCAA, Reverse‐GGCTTTTCGGTTCTTAGAGGA) was used as the housekeeping control. Relative gene expression was calculated using 2^−ΔΔCT^ from the relevant control group.

### Analysis of mitochondrial content

Skeletal muscle mitochondrial content was analysed using immunoblotting with an antibody cocktail targeting protein subunit of each electron transport system complex (Abcam, Cat. No. ab110413; 1:1000 dilution), as well as citrate synthase activity via a commercial kit (Millipore‐Sigma, Cat. No. CS0720).

### Gene expression profiling in human muscle specimens

To examine the AHR signalling pathway in human muscle specimens from patients with chronic obstructive pulmonary disease (COPD) and age‐matched healthy controls that were non‐smokers, we analysed a publicly available microarray dataset (GEO100281).^17^ Gene expression data were RMA‐treated using Affymetrix Power Tools (APT, 1.16.1) and imported into R (version 4.2.0).

### RNA sequencing in mouse muscle specimens

Total RNA was extracted from gastrocnemius muscle using the Direct‐zol RNA MiniPrep kit (Zymo Research, Cat. No. R2052). Library preparation and mRNA sequencing via PolyA selection was performed by Genewiz (Azenta Life Science, South Plainfield, NJ). Paired‐end 150 bp reads were sequenced on an Illumina HiSeq 4,000. Detailed description of data processing and analysis can be found in the supporting information. The raw data have been deposited in NCBI's Gene Expression Omnibus under accession numbers GSE225607 and GSE225670.

### Statistical analysis

Data are presented as mean ± SD. Normality of data was tested with the Shapiro–Wilk test and inspection of QQ plots. Comparisons between two groups were performed by Student's unpaired two‐tailed *t*‐test. If variances were found to be different between groups, an unpaired *t*‐test with Welch's correction was performed. Comparisons of data with more than two groups were performed using two‐way ANOVA with Šidák's post‐hoc testing for multiple comparisons when significant interactions were detected. All statistical analysis was performed in GraphPad Prism (Version 9.0). *P* < 0.05 was considered statistically significant.

## Results

### The aryl hydrocarbon receptor pathway is activated in human chronic obstructive pulmonary disease muscle and changes temporally following acute cigarette smoke exposure in mouse muscle

We analysed a publicly available microarray dataset developed from adult controls that were non‐smokers and patients with COPD^17^ for alterations in the AHR pathway. Similar to the mRNA analysis in human skeletal muscle from active smokers,^11^ signficant elevations in the mRNA levels of the *AHR*, *CYP1B1*, *AHRR*, as well as a trending increase in *CYP1A1* (*P* = 0.0645) and decrease in *VEGFA* (Figure 1A) provide evidence of AHR activation in skeletal muscle of patients with COPD.

**Figure 1:**
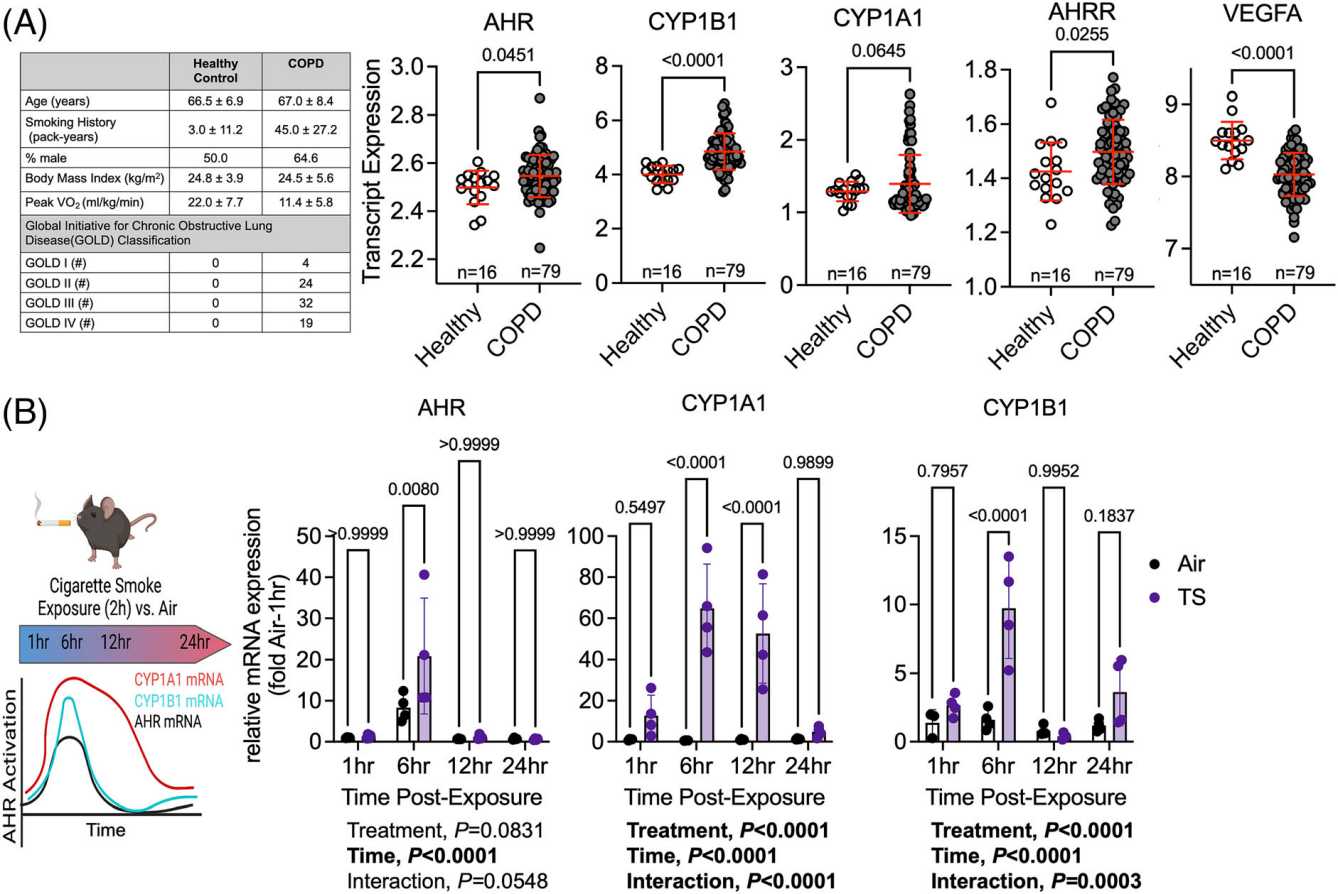
The AHR is activated by tobacco/cigarette smoke in human and murine muscles. (A) Physical characteristics of participants from which human muscle specimens were derived from patients with chronic obstructive pulmonary disease (COPD) and age‐matched controls. Data were obtained from a publicly available microarray dataset (GEO100281) and normalized mRNA expression of select AHR signalling pathway genes are shown. (B) mRNA analysis in skeletal muscle obtained from male C57BL6J mice subjected to either air control or an acute (2 h) cigarette smoke exposure (*n* = 4/group). Muscles were harvested across a 24 h period after the exposure to assess the temporal nature of AHR activation. Analysis in panel (A) involved unpaired Student's *t*‐test with FDR correction for multiple comparisons, whereas panel (B) involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

Next, we examined the temporal nature of AHR activation following a single exposure to cigarette smoke. C57BL6 mice were subjected to a 2‐h cigarette smoke exposure (average total suspended particulates = 235 mg/m^3^) or air (control group). Gastrocnemius muscle was harvested 1, 6, 12, and 24 h following exposure and mRNA levels of key AHR pathway genes were assessed (Figure 1B). Significant treament effects were found for both *Cyp1a1* and *Cyp1b1* (*P* < 0.0001 for both) indicating that cigarette smoke exposure acutely activates the AHR pathway. Thus, it is reasonable to conclude that the typical human smoker with multiple exposures across the waking day experiences chronic AHR activation in muscle.

### Muscle‐specific deletion of the aryl hydrocarbon receptor has no impact on muscle mass or myofibre area in mice exposed to chronic cigarette smoke

To explore the role of chronic AHR activation in myofibres with chronic repeated cigarette smoke exposures, we generated a conditional, muscle‐specific AHR knockout mouse (AHR^mKO^) (Figure 2A). Delivery of tamoxifen to drive expression of the muscle‐specific Cre recombinase resulted in the expected DNA editing only in skeletal muscle as shown by traditional PCR and real‐time quantitative PCR (Figure 2A). AHR^mKO^ and littermates lacking Cre (AHR^fl/fl^) were subjected to chronic repeated (5 days per week for 16 weeks) cigarette smoke exposures (Smoke) or air control (Air) beginning 3 weeks after tamoxifen delivery (Figure 2B). Cigarette smoke exposures averaged a total suspended particulates (TSP) of 220 ± 80 mg/m^3^ across the intervention. Following the intervention, neither body weight (Figure 2C) nor hindlimb muscle weights were different between control (AHR^fl/fl^) and AHR^mKO^ mice (Figure 2D), indicating that muscle‐specific AHR ablation does not impact muscle mass in mice with chronic cigarette smoke exposure. There was no significant treatment effect in most muscle weights indicating that chronic cigarette smoke exposure did not produce atrophy in these aged mice. The only exception was that chronic cigarette smoke exposure decreased the soleus muscle weight (*P* = 0.003 and *P* = 0.048 for male and female, respectively), suggesting a potential fibre type specific effect may have been present. Myofibre cross‐sectional areas (CSA) of the tibialis anterior, extensor digitorum longus, and solues muscles were also not different between AHR^fl/fl^ and AHR^mKO^ mice (all group effects *P* > 0.26; Figure 2E).

**Figure 2:**
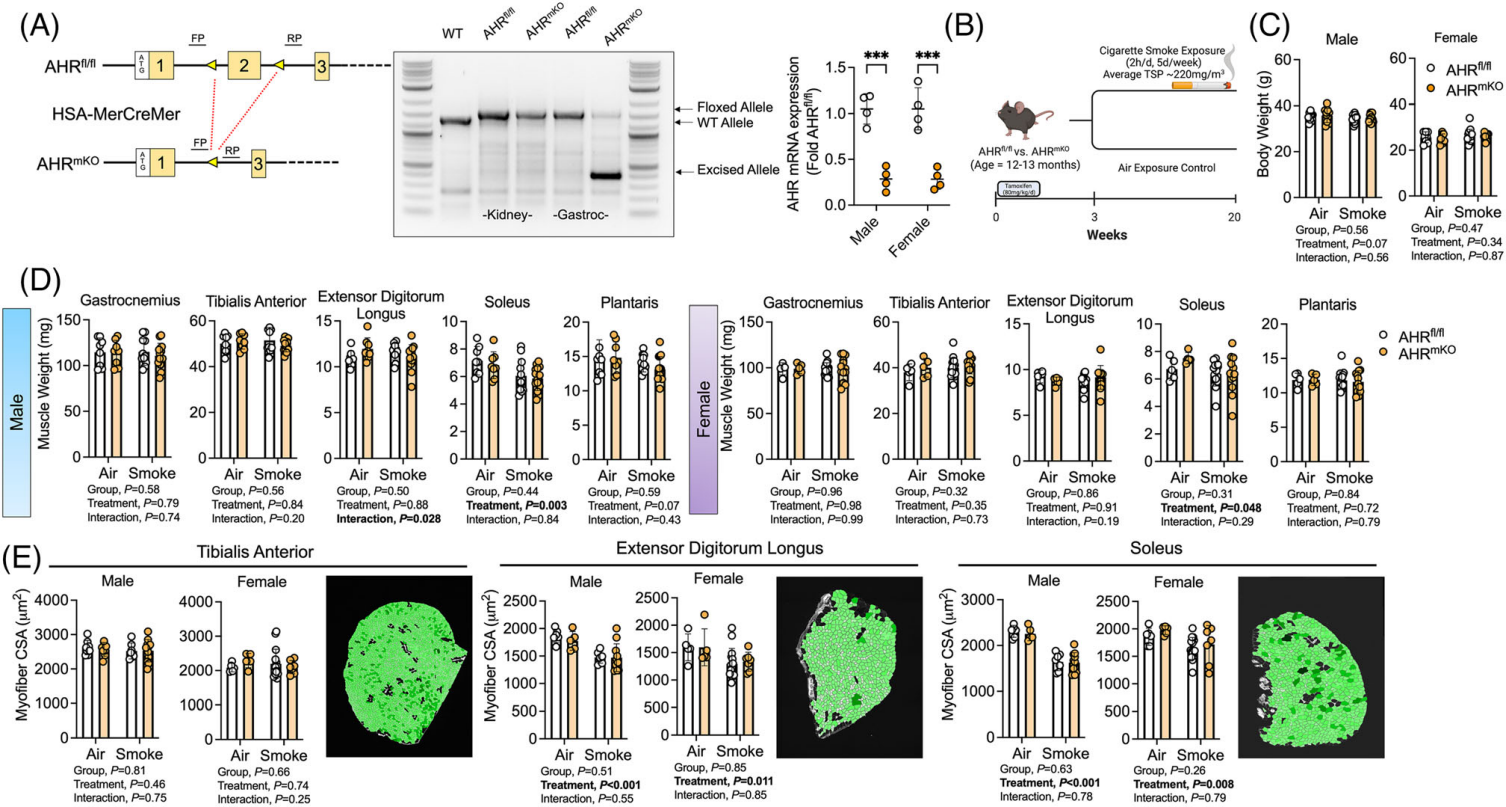
Muscle‐specific deletion of the AHR has no impact on muscle mass or myofibre area in mice exposed to chronic cigarette smoke. (A) Graphical depiction of the generation of a muscle‐specific conditional AHR knockout mouse (AHR^mKO^) and primers used to confirm cell‐specific DNA recomination. Evidence of muscle‐specific DNA recombination in AHR^mKO^ mice treated with tamoxifen and qPCR for AHR mRNA expression (*n* = 4/group/sex). (B) Graphical depiction of the chronic cigarette smoking protocol. (C) Body weight of mice (*n* = 8–14/group/sex). (D) Muscle wet weights obtained for hindlimb muscles of AHR^fl/fl^ and AHR^mKO^ mice (*n* = 5–14/group/sex). (E) Myofibre cross section area (CSA) of hindlimb muscles from mice (*n* = 5–14/group/sex). Analysis involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Muscle‐specific deletion of the aryl hydrocarbon receptor has no impact on muscle strength or fatiguability

Next, we performed measures of muscle function using nerve‐mediated stimulation. Force‐frequency curves in AHR^fl/fl^ and AHR^mKO^ mice are shown in Figure 3A, and indicate that deletion of the AHR in skeletal muscle did not impact specific force levels in mice exposed to chronic cigarette smoke or air controls. Quantification of the peak specific force confirmed this (Figure 3B). AHR deletion did not impact muscle fatigue in mice chronically exposed to cigarette smoke (Figure 3C). Quantitative comparison of the time required to reach 55% of the initial force confirmed the absence of a group effect, but uncovered a significant treatment effect only in female mice (*P* = 0.008), indicating that smoking caused more rapid fatigue in female mice (Figure 3D).

**Figure 3:**
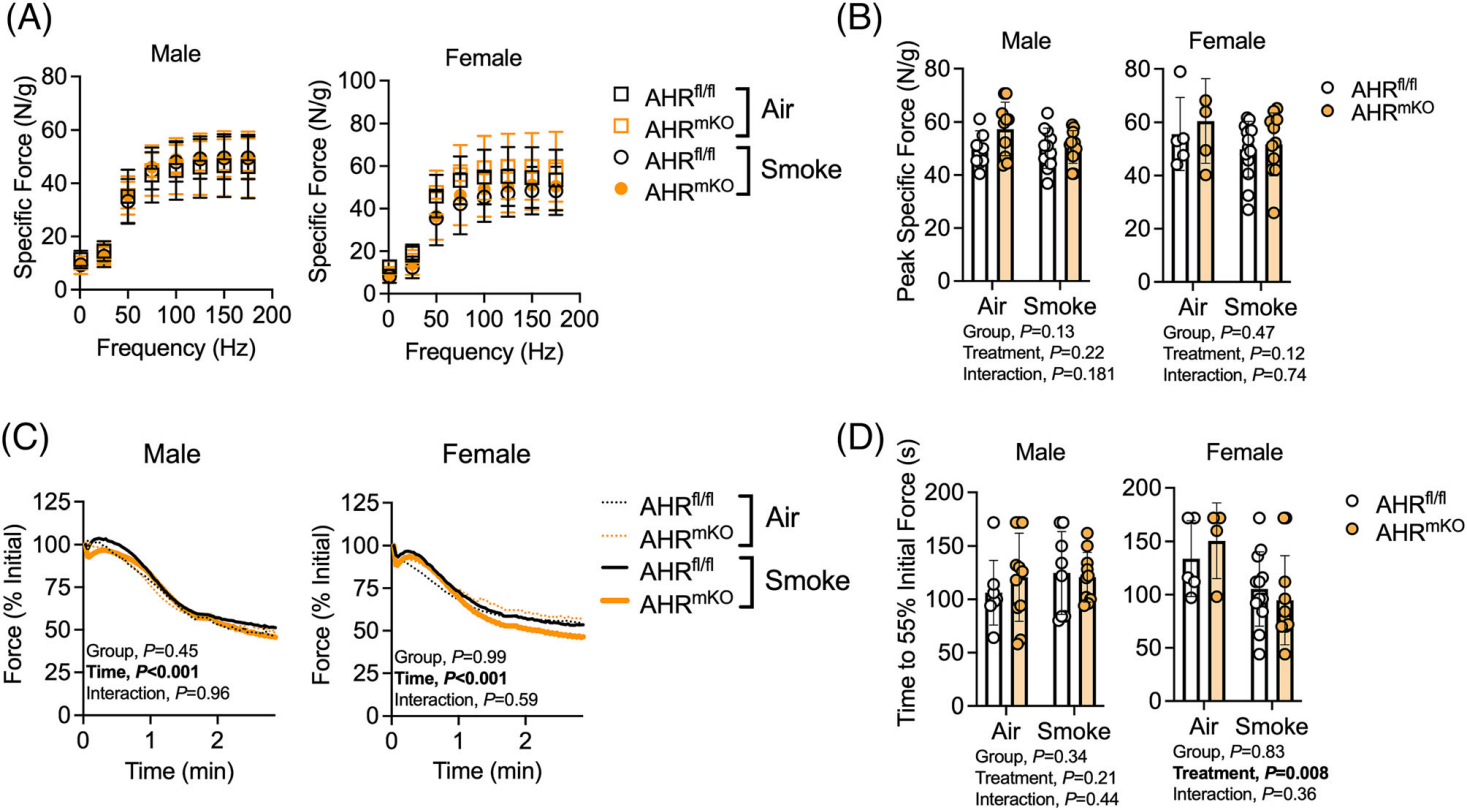
Muscle‐specific deletion of the AHR has no impact on isometric force or fatigue levels in mice exposed to chronic cigarette smoke. (A) Force‐frequency curves of the extensor digitorum longus muscle performed using nerve‐mediated contraction in male and female mice (*n* = 5–14/group/sex). (B) Quantification of the peak specific isometric force levels from panel (A). (C) Isometric fatigue testing results (force presented at a percentage of initial) in male and female mice. (D) Quantification of the time it took to reach 55% of the initial force (*n* = 5–14/group/sex). Analysis involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Muscle‐specific deletion of aryl hydrocarbon receptor increases mitochondrial function in male mice exposed to chronic cigarette smoke

Previous reports have shown that chronic cigarette smoking can negatively impact skeletal muscle oxidative capacity in both humans and rodents.^1^, ^2^, ^11^, ^18^ Thus, we explored skeletal muscle mitochondrial respiratory function using two complimentary approaches involving measures performed in isolated mitochondria and in permeabilized myofibre bundles. In isolated mitochondria, we employed a creatine kinase clamp protocol to study mitochondrial oxidative phosphorylation (OXPHOS) under physiologically relevant levels of energy demand^19^ (Figure 4A). Chronic cigarette smoke exposure resulted in a signficant treatment effect in both male (*P* < 0.001) and female (*P* = 0.009) mice, demonstrating an impairment in mitochondrial OXPHOS occurred in the Smoke groups (Figure 4B). OXPHOS conductance was significantly higher in male AHR^mKO^ mice compared to AHR^fl/fl^ in both air control and Smoke groups (Figure 4B). Interestingly, this effect was not observed in female mice. Using permeabilized myofibre bundles (Figure 4C), a treatment effect of cigarette smoking was not observed in male mice, but was found in some substrate conditions (ADP stimulated) for female mice (Figure 4D). Male AHR^mKO^ mice exposed to chronic cigarette smoke had higher bundle respiration rates compared to AHR^fl/fl^ mice under state 2 (no ADP), state 3 (ADP‐stimulated), and complex IV‐dependent respiratory conditions (Figure 4D). To explore the mechanisms underlying the discrepant finding between isolated mitochondrial and permeabilized myofibre bundles, we performed assessments of mitochondrial content in the gastrocnemius muscle. Citrate synthase activity, a biomarker of mitochondrial content in muscle, was significantly higher in smoke exposed male (treatment effect, *P* = 0.003) and female (treatment effect, *P* = 0.005) mice, but no effect of AHR deletion was observed (Figure 4E). Immunoblotting for OXPHOS protein complex subunits also revealed significant treatment and interaction effects in male mice for MTCO1 and NDUFB8 (Figure 4F); however, these effects were not detect in female mice. Taken together, these findings indicate that cigarette smoke induced defects in OXPHOS (i.e., energetic stress) stimulate a compensatory increase in mitochondrial biogenesis. Analyses of mitochondrial hydrogen peroxide emission/production indicated that hydrogen peroxide production in isolated mitochondria was not affected by cigarette smoke exposure or the deletion of the AHR under energized conditions (Figure S1A,B). In permeabilized myofibre bundles (Figure S1D), mitochondrial hydrogen peroxide emission was significantly increased in Smoke exposed mice when mitochondria were energized but in the absence of ADP in both males (*P* = 0.041) and females (*P* = 0.002). Following the addition of 2 mM ADP, this increased mitochondrial hydrogen peroxide emission was only retained in female mice (*P* = 0.048). Regardless of sample preparation method or substrate conditions, the deletion of the AHR had no impact on mitochondrial hydrogen peroxide emission/production.

**Figure 4:**
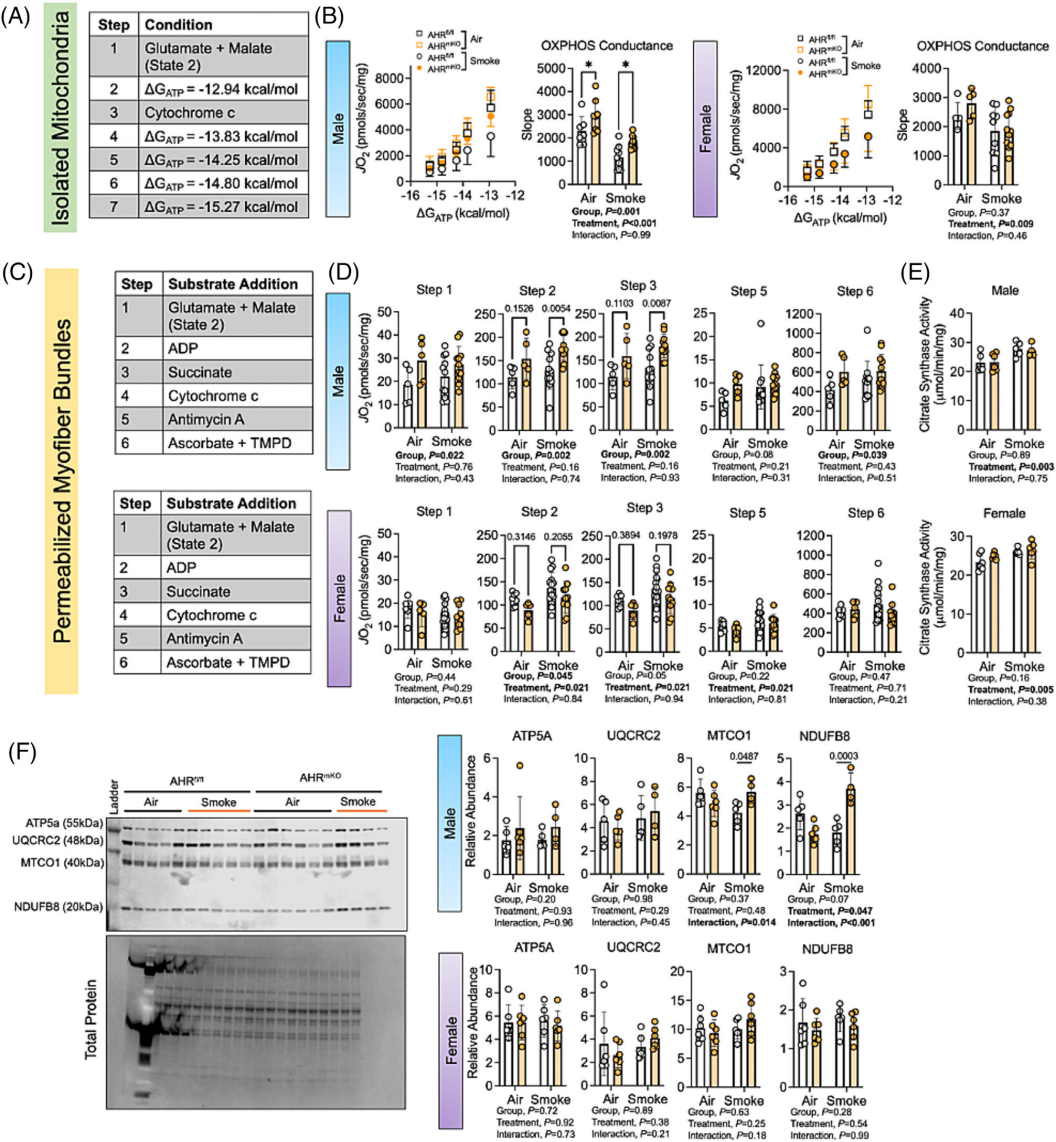
Muscle‐specific deletion of AHR increases mitochondrial respiratory function in male mice exposed to chronic cigarette smoke. (A) A description of the substrate protocol for isolated muscle mitochondrial analysis. (B) Mitochondrial respiratory flux (*J*O_2_) in isolated mitochondrial from skeletal muscle (gastrocnemius) in male and female mice, as well as quantification of OXPHOS conduction, representing the slope in the *J*O_2_ versus ΔG_ATP_ graph (*n* = 4–11/group/sex). (C) Respiratory protocol performed in permeabilized myofibre bundles prepared from the red gastrocnemius muscle of mice. (D) Respiration rates in permeabilized myofibre experiments (*n* = 5–14/group/sex). (E) Citrate synthase activity assay results measured in gastrocnemius muscle lysate (*n* = 4–6/group/sex). (F) Immunoblotting analysis of OXPHOS complex subunits in lysate preapred from the gastrocnemius muscle (*n* = 4–6/group/sex). Analysis in all panels was done using two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Muscle‐specific expression of a constitutively active aryl hydrocarbon receptor in healthy mice does not impact muscle size

Next, we sought to examine the specific role of AHR activation in skeletal muscle under conditions without chronic cigarette smoke exposure using an adeno‐associated virus (AAV) approach to ectopically express either the full mouse AHR coding sequence or a mutated AHR sequence that was constitutively active (CAAHR) driven by a muscle‐specific promoter (Figure 5A). As expected, *Ahr* expression was significantly increased in both AAV9‐HSA‐AHR and AAV9‐HSA‐CAAHR treated male and female mice compared with AAV9‐HSA‐GFP (Figure 5B). However, *Cyp1a1* levels were increased only in AAV9‐HSA‐CAAHR muscles (Figure 5B). Hindlimb muscle weights (Figure 5C) and myofibre CSA (Figure 5D) were unaffected by ectopic expression of CAAHR or AHR.

**Figure 5:**
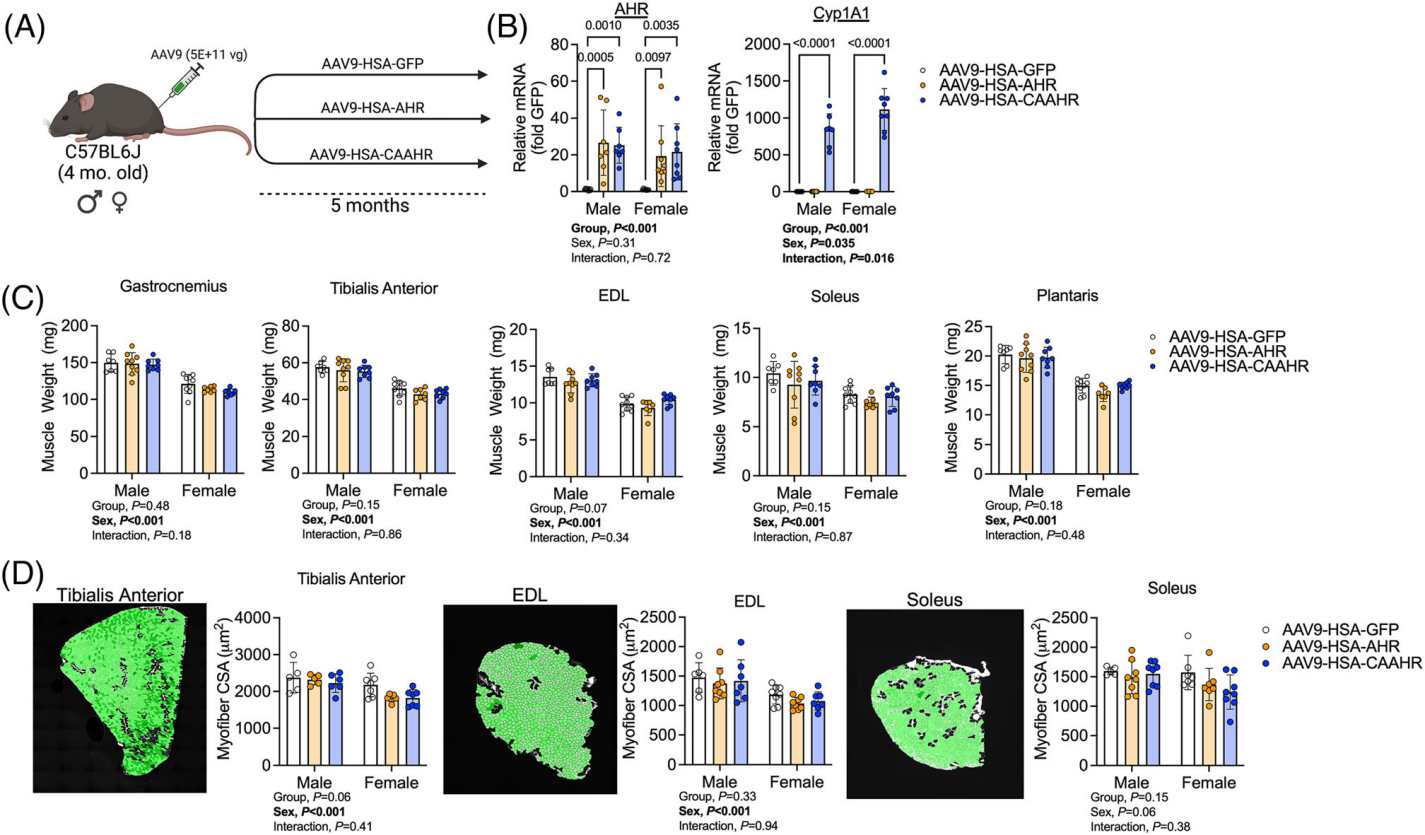
Muscle‐specific expression of a constitutively active AHR (CAAHR) in healthy mice does not impact muscle size. (A) Graphical depiction of the experimental approach to deliver muscle‐specific AAV's driven by the human skeletal actin (HSA, ACTA1) promoter. (B) qPCR validation of both AHR overexpression and constitutive AHR activation (CAAHR) in skeletal muscle from male and female mice (*n* = 7–8/group/sex). (C) Muscle wet weights obtained for hindlimb muscles (*n* = 7–9/group/sex). (D) Myofibre cross section area (CSA) of hindlimb muscles from mice (*n* = 5–7/group/sex). Analysis involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Muscle‐specific expression of a constitutively active aryl hydrocarbon receptor exacerbates muscle fatigue

AAV‐mediated expression of the full AHR or CAAHR transgenes did not impact submaximal or peak specific force (Figure 6A,B). However, a significant group effect was observed in the rate of muscle fatigue development as well as delayed force recovery after fatigue in AAV9‐HSA‐CAAHR treated mice (Figure 6C). AAV9‐HSA‐CAAHR muscles exhibited a shorter time to reach 55% of their initial force (*P* = 0.017), confirming a faster rate of fatigue.

**Figure 6:**
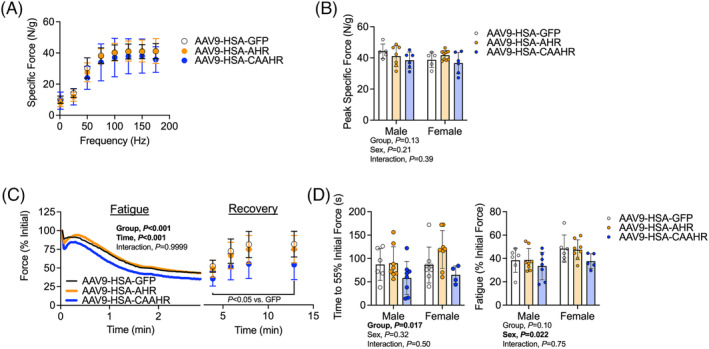
Muscle‐specific expression of a constitutively active AHR (CAAHR) has no impact on isometric force but exacerbates fatigue in mice. (A*)* Force‐frequency curves of the extensor digitorum longus muscle performed using nerve‐mediated contraction in male and female mice (*n* = 5–9/group/sex). (B) Quantification of the peak specific isometric force levels from panel (A). (C) Isometric fatigue testing results (force presented at a percentage of initial) in male and female mice (*n* = 4–8/group/sex). (D) Quantification of the time it took to reach 55% of the initial force, and the % fatigue at the end of the protocol in male and female mice (*n* = 4–8/group/sex). Analysis involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Muscle‐specific expression of a constitutively active aryl hydrocarbon receptor impairs mitochondrial OXPHOS

To explore if expression of CAAHR could recapitulate the mitochondrial OXPHOS deficit detected in mice with chronic cigarette smoke exposure, we isolated mitochondria from the entire gastrocnemius muscle. This approach was preferred over the permeabilized bundle preparation because potential heterogeneity in AAV infection amongst the total muscle fibre pool that could adversely affect our ability to detect a change in small muscle bundles versus isolating mitochondria from the entire muscle. Mitochondrial respiration was significantly lower in AAV9‐HSA‐CAAHR treatment mice at the two highest levels of energy demand (Figure 7A). Quantification of the OXPHOS conductance identified a significant group effect (*P* = 0.003) indicating that AAV9‐HSA‐CAAHR treated mice had lower OXPHOS conductance (Figure 7B). Notably, there was a trend for sex differences (*P* = 0.05), and the magnitude of impairment in OXPHOS conductance was larger in male mice compared to female mice infected with AAV9‐HSA‐CAAHR. CAAHR had no impact on mitochondrial H_2_O_2_ production (Figure 7C,D).

**Figure 7:**
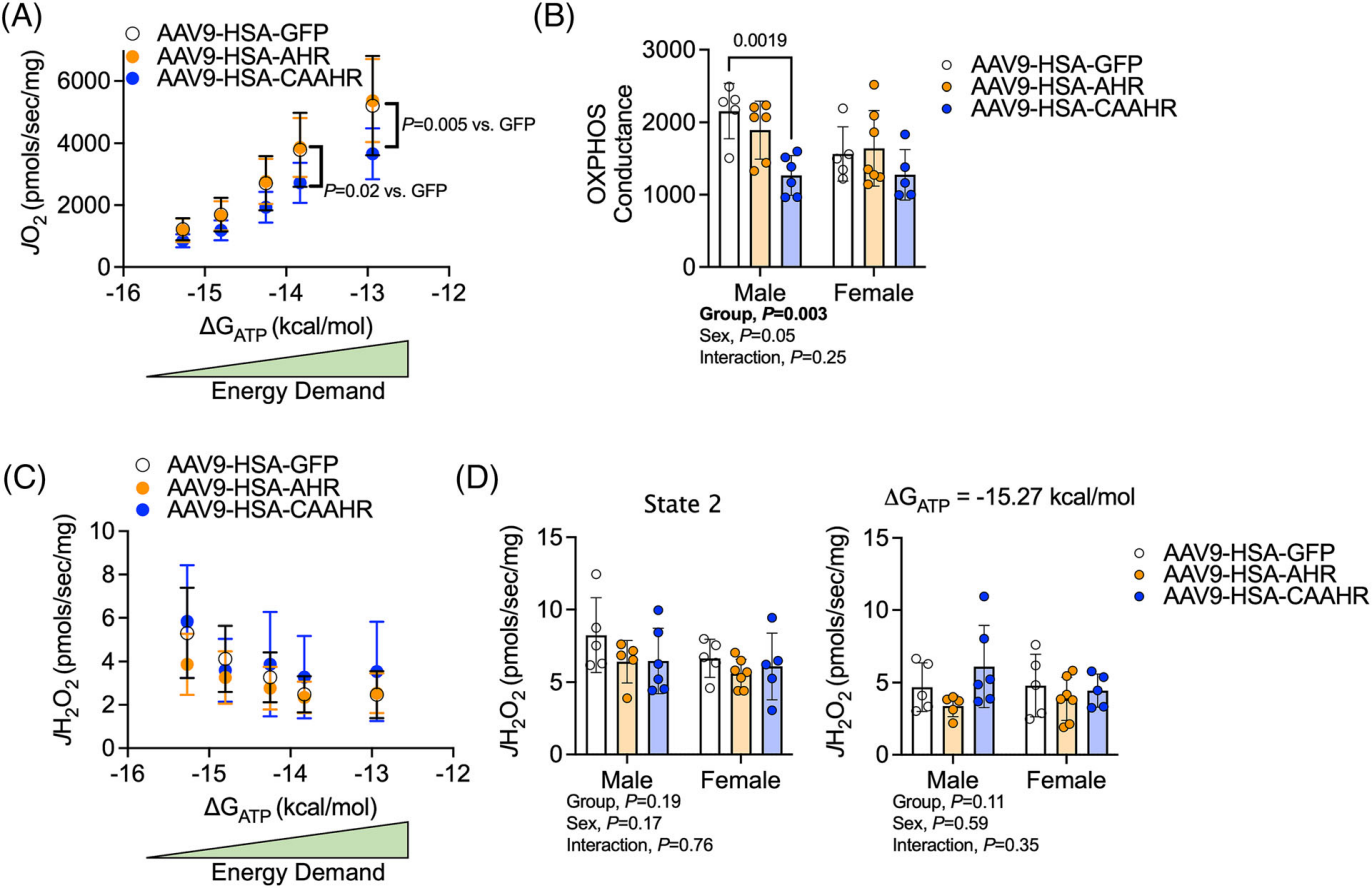
Muscle‐specific expression of a constitutively active AHR (CAAHR) impairs mitochondrial OXPHOS in mice. (A) Mitochondrial respiratory flux (*J*O_2_) in isolated mitochondrial from skeletal muscle (gastrocnemius) in male and female mice across physiologically relevant levels of energy demand (ΔG_ATP_) (*n* = 5–7/group/sex). (B) Quantification of OXPHOS conduction, representing the slope in the *J*O_2_ vs. ΔG_ATP_ graph (*n* = 5–7/group/sex). (C) Mitochondrial hydrogen peroxide emission (*J*H_2_O_2_) in male and female mice across physiologically relevant levels of energy demand (ΔG_ATP_) (*n* = 5–7/group/sex). (D) Quantification of *J*H_2_O_2_ under State 2 (no energy demand) and conditions similar to resting energy demand (*n* = 5–7/group/sex). Analysis involved a two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Error bars represent the standard deviation.

### Aryl hydrocarbon receptor‐mediated transcriptional activity alterations the mitochondrial transcriptome

Next, we performed RNA sequencing analyses on muscles from AAV9‐HSA‐GFP and AAV9‐HSA‐CAAHR treated male mice. A volcano plot of differential RNA expression is shown in Figure 8A. AAV9‐HSA‐CAAHR muscles displayed significantly higher expression of AHR pathway genes including *Ahr*, *Ahrr*, *Cyp1a1*, *Cyp1b1*, and *Nqo1*. Violin plots of differentially expressed genes shows decreased expression of *Esr1*, *Ndufaf6*, and *Vdac2* in AAV9‐HSA‐CAAHR muscles (Figure 8B). AAV9‐HSA‐CAAHR muscles also displayed upregulated expression of several negative regulators of mitochondrial energetics including *Pdk1*, *Pdk4*, *Ucp3*, as well as the mtDNA repair enzyme *Polg* and a reactive aldehyde dehydrogenase *Aldh2* (Figure 8B). To confirm the AHR responsiveness of these genes, we also performed RNA sequencing analysis on muscles from AHR^fl/fl^ and AHR^mKO^ male mice that underwent cigarette smoke exposure. However, muscles from AHR^fl/fl^ and AHR^mKO^ mice were harvested 48–72 h following the final cigarette smoke exposure, a time when AHR activation returns to baseline levels (Figure 1B). 

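RNA from the gastrocnemius of 10 male mice was sequenced, 5 AHR fl/fl and 5 AHR mKO, and every mouse had been exposed to cigarette smoke. The exposure lasted 16 weeks, on 5 days per week and for 2 h per day, at 220 ± 80 mg/m3 of total suspended particulates. Tamoxifen, which releases the Cre recombinase of the HSA-MCM strain into the nucleus, was given at 80 mg/kg on 5 days. The interval between tamoxifen and smoke is 3 weeks in the Methods and 4 weeks in the supplementary methods and in the sample labels. Harvest is 48 to 72 h after the last exposure in the Results and 72 h in the legend of Fig. 8C and in the sample labels. No air-exposed mice are among the libraries. The authors mapped poly(A)-selected paired-end reads to GRCm38 and deposited raw counts of uniquely mapped reads on the exons of each Ensembl gene, without normalization. Total counts per mouse were between 30393035 and 36500548 in AHR fl/fl mice (median 34513601) and between 35038167 and 37954388 in AHR mKO mice (median 36622623). The difference in total counts between genotypes was within the spread of the mice (two-sided exact permutation test, p = 0.0794). No 2 of the 10 libraries held the same counts, and each mouse was taken as 1 replicate. Genes with too few counts were removed by edgeR's filterByExpr, which left 14714 genes. Library sizes were normalized by TMM, and the genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Values are given as CPM, the counts of a gene scaled by the normalized library size. Scaled by the total counts without normalization, 3 counts, the smallest number read as a signal, correspond to between 0.079 and 0.0987 CPM, and this floor covers counting error only.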

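The targeted gene, *Ahr* (ENSMUSG00000019256), lies on the minus strand of chromosome 12 of GRCm38, from 35497974 to 35535038. It had between 43 and 110 counts in AHR fl/fl mice and between 31 and 80 in AHR mKO mice. After normalization this was 2.02 ± 0.681 CPM (SD, n = 5) in AHR fl/fl and 1.58 ± 0.443 CPM (SD, n = 5) in AHR mKO muscle. The log2 fold change was -0.35 (standard error 0.26, 95% interval -0.90 to 0.20, adjusted p = 0.844 from edgeR's quasi-likelihood test), and the groups overlapped (two-sided exact permutation test, p = 0.294). With each mouse left out in turn, the log2 fold change stayed between -0.48 and -0.13. The exon flanked by loxP sites in Fig. 2A is exon 2, from 35526681 to 35526868, which is 188 nt of the 5548 nt of the full-length transcript, or 3.39%. The forward *Ahr* primer of the paper's real-time PCR matches exon 1 of this transcript and the reverse primer matches exon 2, whereas the deposited counts sum the reads of all 11 exons.

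**Figure D1:**
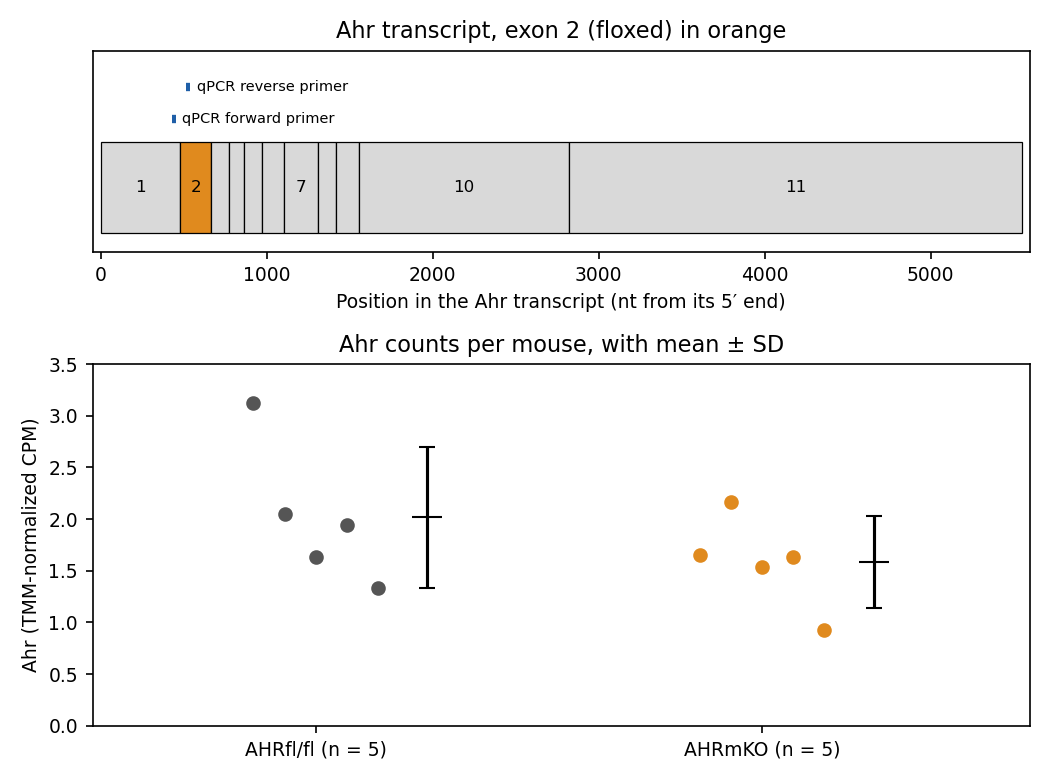
Top, the *Ahr* transcript drawn to scale in nt, with exon 2 in orange and the match of each real-time PCR primer as a blue bar. Bottom, *Ahr* in each mouse in TMM-normalized CPM, with the mean and SD of each group beside the points. The reverse primer lies within exon 2, and the points of the 5 AHR mKO mice, from 0.927 to 2.17 CPM, overlap those of the 5 AHR fl/fl mice, from 1.33 to 3.13 CPM.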

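Of the 5 AHR pathway genes named for the AAV9-HSA-CAAHR muscles, 4 had enough counts to be tested in these smoke-exposed mice and 0 of them had an adjusted p under 0.05. The lowest unadjusted p among the 4 was 0.0849. That gene was *Cyp1a1* (ENSMUSG00000032315, chromosome 9 from 57687928 to 57703824), at 1.24 ± 0.18 CPM (SD, n = 5) in AHR fl/fl and 1.6 ± 0.359 CPM (SD, n = 5) in AHR mKO muscle. Its log2 fold change was 0.36 (standard error 0.195, adjusted p = 0.791 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each mouse in turn gave values from 0.22, without AHR^mKO mouse 9, to 0.45, without AHR^fl/fl mouse 13. *Cyp1b1* had a log2 fold change of 0.10 with a 95% interval from -0.45 to 0.65. *Nqo1*, counted at least 822 times in every mouse, had a log2 fold change of -0.10 with a 95% interval from -0.28 to 0.07. *Ahrr* had between 0 and 5 counts per mouse and was removed by the filter, so that a difference in it was not detectable at this depth.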

A volcano plot of RNA expression in AHR^mKO^ muscle is shown in Figure 8C. 

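Among the 14714 genes tested, 1 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1 being higher and 0 lower in AHR mKO muscle. This gene, *Esr1*, also had an absolute log2 fold change over 1. The second smallest adjusted p of any gene was 0.432. An unadjusted p under 0.05 was found for 972 genes, which is 6.61% of those tested. The 5 AHR fl/fl and 5 AHR mKO mice did not overlap in 206 genes, or 1.4% of those tested, where chance gives 0.794%. The alternative that moved the number of genes most was the DESeq2 Wald test, with which 21 genes had an adjusted p under 0.05.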

In AHR^mKO^ muscle, examination of the mitochondrial‐associated genes that were impacted by CAAHR expression demonstrated that deletion of the AHR abolished these effects (Figure 8D).

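Fig. 8D shows 10 genes. Adjusted over all tested genes, 1 of the 10 had an adjusted p under 0.05 in edgeR's quasi-likelihood test (*Esr1*). Adjusted over the 10 genes alone, 2 had (*Esr1* and *Gsr*). The legend of Fig. 8D presents the 10 as selected genes that differ between these same mice. If they were chosen that way, the adjustment over the 10 alone does not allow for the choice. *Gsr* (ENSMUSG00000031584), which encodes glutathione reductase, lies on chromosome 8 of GRCm38 from 33652523 to 33698163. It was at 27.8 ± 1.78 CPM (SD, n = 5) in AHR fl/fl and 21.8 ± 1.68 CPM (SD, n = 5) in AHR mKO muscle, and every AHR mKO mouse was below every AHR fl/fl mouse (two-sided exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). Its log2 fold change was -0.35 (standard error 0.0714), with an adjusted p of 0.544 over all genes and 0.00129 over the 10 genes from edgeR's quasi-likelihood test. With the DESeq2 Wald test, its adjusted p over all genes was 0.0279. The other 8 genes, *Ndufaf6*, *Pdk1*, *Pdk4*, *Ucp3*, *Aldh2*, *Polg*, *Ckm* and *Vdac2*, had log2 fold changes between -0.26 and 0.13. None of these 8 differed at 0.05 in two-sided exact permutation tests (p between 0.143 and 0.659). None had an adjusted p below 0.577 over the 10 genes from edgeR's quasi-likelihood test. From the genes changed by CAAHR expression in Fig. 8B and their values in Fig. 8D, the paper concludes that deletion of the AHR abolished the effects on these genes.

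**Figure D2:**
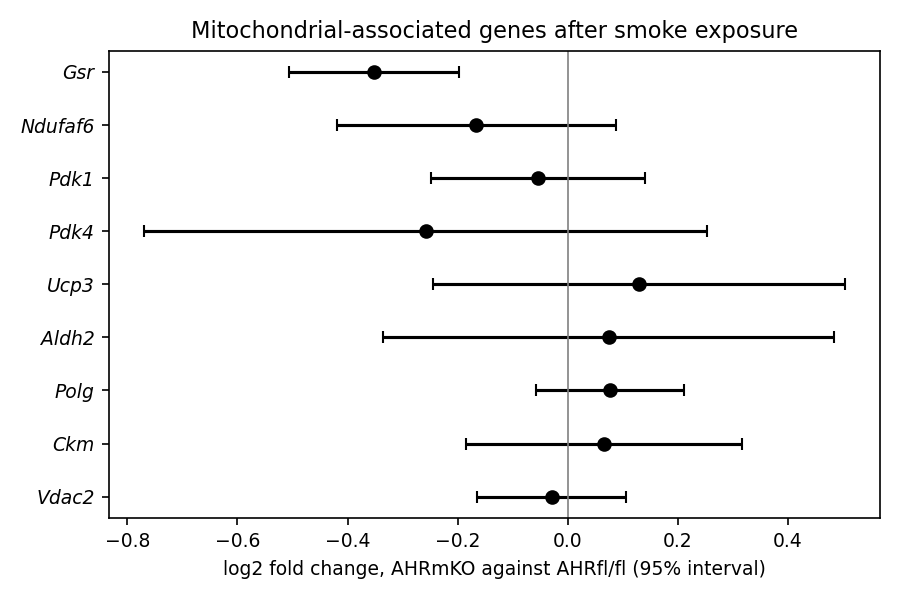
Log2 fold change of the 9 genes of Fig. 8D other than *Esr1*, AHR mKO against AHR fl/fl, as points with 95% intervals from edgeR's quasi-likelihood fit (n = 5 mice per group). The interval of *Gsr*, from -0.51 to -0.20, lies below 0, and those of the other 8 genes include 0.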

**Figure 8:**
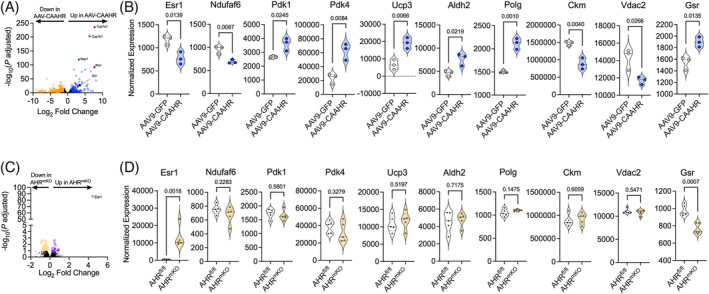
RNA sequencing results identify AHR‐responsive gene expression changes in muscle. (A) Volcano plot showing differentially expressed genes in AAV9‐HSA‐CAAHR and AAV9‐HSA‐GFP muscles from male mice (*n* = 3/group). (B) Violin plots of select differentially expressed genes in AAV9‐HSA‐CAAHR and AAV9‐HSA‐GFP muscles from male mice. (C) Volcano plot showing differentially expressed genes in AHR^fl/fl^ and AHR^mKO^ muscle harvested 72 h post‐smoke from male mice (*n* = 5/group). (D) Violin plots of select differentially expressed genes in in AHR^fl/fl^ and AHR^mKO^ muscle. Analysis involved a two‐tailed unpaired *t*‐test with false discovery rate adjustment.

## Discussion

The present study examined the role of chronic AHR activation in the skeletal myopathy associated with chronic cigarette smoke exposure. Chronic cigarette smoke exposure was found to significantly impair skeletal muscle mitochondrial energetics in both male and female mice. Deletion of the AHR in skeletal muscle significantly improved mitochondrial OXPHOS and respiratory capacity in male mice, but not their female counterparts exposed to cigarette smoke. Conversely, expression of a CAAHR mutant in myofibres of healthy mice significantly impaired mitochondrial energetics and exacerbated muscle fatiguability. Taken together, these results demonstrate a novel role of AHR activation in muscle mitochondrial impairments caused by cigarette smoking.

While there is a wealth of literature documenting the alterations in skeletal muscle structure and function in patients with COPD,^6^ there is less understood about the direct effects of tobacco smoking on skeletal muscle physiology. Herein, 16‐weeks of cigarette smoke exposure did not produce changes in the muscle mass in the majority of hindlimb skeletal muscles (Figure 2D). The exception to this was the soleus muscle which displayed significant atrophy compared to air controls consistent with our previous study.^11^ In non‐COPD smokers, some data suggest greater propensity for myofibre atrophy in oxidative fibre types^20^ whereas others do not.^9^ Interpretation in COPD patients is complicated because many patients exhibit a shift away from pure type I fibres toward more hybrid fibres that express more than one myosin heavy chain, and thus atrophy may occur in the oxidative fibre types in COPD patients but that this fibre type shift may obscure this impact.

Interestingly, contractile function was unaffected by chronic cigarette smoke exposure in the current study (Figure 3). The lack of muscle weakness in the EDL muscle of smoke exposed mice is consistent with a previous study that reported normal EDL force production following 6 months of cigarette smoke exposure in C57BL6 mice.^21^ Similarly, daily cigarette smoke exposure did not exacerbate muscle fatigue in the EDL muscle of male mice is consistent with previous findings.^22^ In addition to measuring the EDL muscle, Rinaldi et al.^21^ also performed measures using the slow twitch soleus muscle where they reported significant decreases in specific force and elevated fatiguability. The latter study agrees with the findings of Nogueira et al.^23^ who reported that 8 weeks of nose cone‐based cigarette smoke exposure increase fatiguability of the plantarflexor muscles *in situ*. Unfortunately, we were unable perform muscle testing in multiple muscle groups due to the *in situ* approach used.

Mitochondrial alterations in muscle from patients with COPD include deficiency of oxidative enzymes,^3^ reduced mitochondrial density,^4^ and lower respiration rates.^5^, ^24^ These findings are consistent with *in vivo* measures of muscle oxidative capacity.^8^, ^25^ Employing rodent models of daily cigarette smoke exposure, similar alterations to COPD patients have been reported including decreases in citrate synthase activity,^10^, ^26^ reduced mitochondrial respiration rates,^11^, ^27^ and lower ATP synthesis rates.^18^ However, a recent study reported that 8‐months of cigarette smoking did not impair skeletal muscle ADP‐stimulated mitochondrial respiration in mice.^28^ The discrepancy in these studies may be related to experimental approaches employed to study mitochondrial function. In the current study, we employed experimental approaches that utilized either isolated skeletal muscle mitochondria or permeabilized myofibre bundles. Using isolated mitochondria, mitochondrial OXPHOS was significantly decreased by cigarette smoke exposure in both male and female mice. In contrast, the respiration rates normalized to the weight of the permeabilized myofibre bundles tended to be higher in mice exposed to cigarette smoke, especially in female mice. These results can be explained by a compensatory increase in mitochondrial biogenesis evidenced by increased citrate synthase enzyme activity in gastrocnemius muscle from smoke exposed mice.

A novel discovery from this study was that deletion of the AHR in skeletal muscle resulted in a significant increase in mitochondrial OXPHOS function in male, but not female mice. Interestingly, this group effect was observed in both air control and cigarette smoke exposed male mice. The AHR is a basic helix–loop–helix (bHLH) and Per‐Arnt‐Sim motifs transcription factor that is localized to the cytosol until ligand binding results in nuclear translocation where the AHR forms a dimer with the aryl hydrocarbon receptor nuclear translocator (ARNT) to facilitate DNA binding to xenobiotic response elements.^29^ While the role of the AHR in mediating acute responses to toxin exposure have been explored in numerous cell/tissue types, only a limited amount of data has examined a role in altering mitochondrial functions. For example, mitochondrial H_2_O_2_ production in liver was found to increase upon dioxin injection in wildtype but not AHR deficient mice.^13^ In spermatozoa, dioxin treatment caused depolarization of mitochondria in wildtype mice but not in AHR knockout mice.^30^ Employing proteomics, there is evidence that a portion of the AHR pool is localized to the mitochondrion and reported interactions with ATP5a1, an ATP synthase subunit.^14^ Hwang et al. further characterized AHR‐dependent mitochondrial proteome changes induced by dioxin treatment and revealed that AHR localizes to the intermembrane space and requires TOMM20 for import.^15^ In zebrafish, AHR activation was linked to mitochondrial ROS production and apoptosis following benzo[a]pyrene treatment.^31^

In agreement with previous work,^11^ the current study demonstrated that expression of a CAAHR in skeletal muscle compromised mitochondrial OXPHOS function (Figure 6). AAV9‐HSA‐CAAHR expression resulted in increased expression of pyruvate dehydrogenase kinases (*Pdk1* and *Pdk4*), which negatively regulate pyruvate dehydrogenase activity. Other changes included decreased levels of the *Ndufaf6*, *Ckm*, and *Vdac2*, as well as increased levels of *Ucp3*, *Aldh2*, *Polg*, and *Gsr*, which are indicative of mitochondrial stress. In AHR^mKO^ mice exposed to cigarette smoke, these alterations were abolished. 

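Relative to the direction each gene took with CAAHR in Fig. 8B, 5 of the 10 genes of Fig. 8D moved the opposite way in AHR mKO muscle (*Esr1*, *Gsr*, *Pdk1*, *Pdk4* and *Ckm*) and 5 moved the same way (*Ndufaf6*, *Ucp3*, *Aldh2*, *Polg* and *Vdac2*). *Esr1* and *Gsr* did not overlap between the groups. The rise of *Esr1* may include reads of the MerCreMer transgene of the AHR mKO mice, which counts per gene cannot separate from endogenous *Esr1*. None of the differences of the other 8 genes was larger than the spread between mice, and the direction of *Aldh2* reversed without AHR fl/fl mouse 12 and with the slow-fibre score of each mouse as a covariate, an alternative chosen after seeing the data. That of *Vdac2* reversed without AHR fl/fl mouse 12. The 95% intervals of the log2 fold changes reached 0.134 to either side of the estimate for the most precisely measured of the 8 genes and 0.511 for the least. The intervals ran from -0.77 at the lowest, for *Pdk4*, to 0.50 at the highest, for *Ucp3*. In counts simulated with the dispersions of these mice, edgeR's quasi-likelihood test called 21 of 66 genes changed by 0.5 on the log2 scale and 49 of 67 genes changed by 1.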

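*Polg* (ENSMUSG00000039176), which encodes the catalytic subunit of the mtDNA polymerase, lies on the minus strand of chromosome 7 of GRCm38 from 79446231 to 79466362. In the smoke-exposed mice it was at 29.7 ± 2.18 CPM (SD, n = 5) in AHR fl/fl and 31.4 ± 0.654 CPM (SD, n = 5) in AHR mKO muscle. The log2 fold change was 0.08 (standard error 0.0623, 95% interval -0.06 to 0.21, adjusted p = 0.862 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (two-sided exact permutation test, p = 0.143). Under the alternatives tried, other than leaving out mice, the log2 fold change was between 0.03 and 0.08. Leaving out each mouse in turn gave values from 0.045, without AHR^fl/fl mouse 11, to 0.114, without AHR^fl/fl mouse 33.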

Interestingly, *Polg* was altered in accordance with AHR activation levels, a finding that may be consistent with the high levels of mtDNA damage in COPD patient muscle.^32^ The oestrogen receptor (*Esr1*), whose expression was suppressed in CAAHR muscles but increased in AHR^mKO^ muscles has been linked to mitochondrial function in adipocytes, skeletal muscle, and pancreatic beta cells.^33^, ^34^, ^35^ In skeletal muscle, knockout of *Esr1* impairs mitochondrial respiration, increases H_2_O_2_ production, and alters mitochondrial morphology.^35^ 

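*Esr1* (ENSMUSG00000019768) lies on the plus strand of chromosome 10 of GRCm38 from 4611593 to 5005614. It had between 544 and 658 counts in AHR fl/fl mice and between 9770 and 24975 counts in AHR mKO mice, or 17.1 ± 1.14 CPM (SD, n = 5) and 370.9 ± 172.9 CPM (SD, n = 5). The log2 fold change was 4.44 (standard error 0.283, 95% interval 3.81 to 5.07, adjusted p = 0.000433 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lowest AHR mKO mouse was 14.1 times the highest AHR fl/fl mouse. AHR mKO mouse 9, at 677.6 CPM, was 2.3 times the mean of the other 4 AHR mKO mice (294 ± 26.3 CPM, SD, n = 4). With each mouse left out in turn, the log2 fold change stayed between 4.11 and 4.54. The AHR mKO mice carry the MerCreMer transgene, whose strain designation in the Methods contains *Esr1*, and counts summed per gene do not show on which *Esr1* exons, or from which copy, the reads arose.

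**Figure D3:**
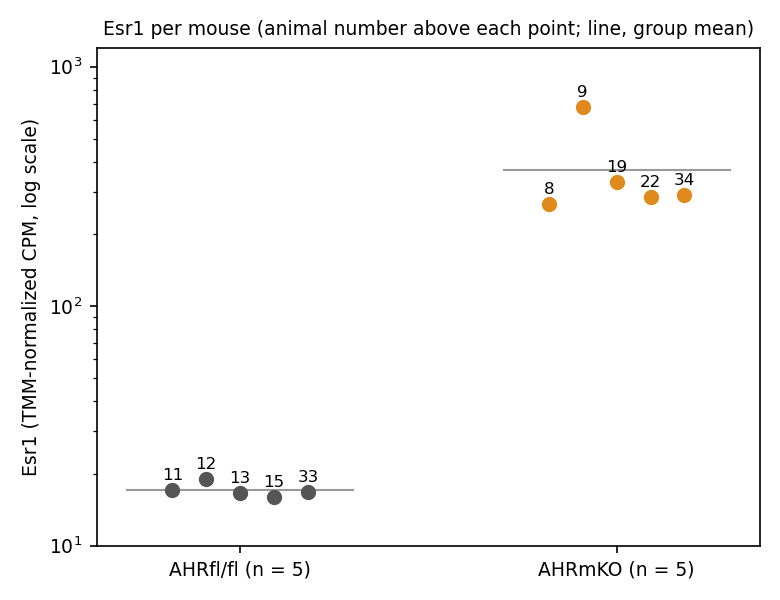
*Esr1* in each mouse in TMM-normalized CPM on a log axis, with the animal number beside each point and the group mean as a line. The AHR fl/fl mice lie between 15.9 and 19.0 CPM and the AHR mKO mice between 267.7 and 677.6 CPM.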

The AHR/ARNT heterodimer can be physically associated with the oestrogen receptor alpha and regulate its transcriptional activity.^36^ A non‐canonical role of the AHR in promoting substrate delivery to the cullin 4B ubiquitin ligase to facilitate proteasomal degradation of the oestrogen receptor alpha has also been reported.^37^ Regardless of the mechanism by which AHR activation impairs OXPHOS in skeletal muscle, it is noteworthy to mention that the effects observed herein did not manifest in muscle atrophy or contractile dysfunction. Future studies are needed to explore if AHR‐mediated mitochondrial abnormalities precede the onset of muscle pathology such as that observed in models of cancer cachexia.^38^, ^39^

In contrast with a previous study,^11^ muscle‐specific expression of CAAHR did not reduce muscle mass herein. There are some experimental differences that could explain the incongruent findings. First, the previous study^11^ drove expression of the CAAHR using the cytomegalovirus (CMV) promoter and a hybrid AAV capsid (DJ) that can infect a broad range of cell types. In contrast, the muscle‐trophic AAV9 capsid was coupled with a human skeletal actin promoter to precisely drive CAAHR expression in mature myofibres herein, although it should be noted that AAV9 expression has been shown to have mosaicism with a preference for fast fibres.^40^ Emerging technologies have increased our understanding of the complex intercellular communication that occur between myofibres and resident interstitial cells. The fibro‐adipogenic progenitor cell has been linked to muscle atrophy through the paracrine release of cytokines.^41^ Another pathway for intercellular communication involves extracellular vesicles, which can contribute to tumour‐driven muscle atrophy.^42^ Thus, it is probable that AAV_DJ_‐CMV‐CAAHR resulted in AHR activation in non‐muscle cells that promote atrophy via unknown intercellular communication.

In conclusion, this study established that AHR activation in skeletal muscle promotes deficiencies in mitochondrial bioenergetics in male, but not female mice. Skeletal‐muscle specific deletion of the AHR significantly attenuated mitochondrial defects in male mice subjected to cigarette smoke.

## Conflict of interest

None declared.

## Funding

This research was funded by the James and Esther King Biomedical Research Program (Florida Department of Health), grant number 20K05 awarded to T.E.R. and R.T.H. L.F.F. was supported by a postdoctoral fellowship from the American Heart Association, grant number POST836216. T.T. was supported by a Ruth L. Kirschstein National Research Service Award Fellowship from the NIH/NIDDK, grant number F31‐DK128920. K.K. was supported by a postdoctoral fellowship from the American Heart Association, grant number POST903198.

## Supporting information

**Figure S1.** Muscle‐specific deletion of AHR does not impact mitochondrial hydrogen peroxide emission. (A) A description of the substrate protocol for isolated muscle mitochondrial hydrogen peroxide analysis. (B) Mitochondrial hydrogen peroxide emission (*J*H_2_O_2_) in isolated mitochondrial from skeletal muscle (gastrocnemius) in male and female mice, as well as quantification of *J*H_2_O_2_ under state 2 conditions. (C) Mitochondrial *J*H_2_O_2_ protocol performed in permeabilized myofiber bundles prepared from the red gastrocnemius muscle of mice. (D) Mitochondrial *J*H_2_O_2_ in permeabilized bundles across each step in the protocolAnalysis in all panels was done using two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate.
**Figure S2.** Uncropped western blot membranes for female mice. Uncropped images for western blotting analysis of mitochondrial OXPHOS protein complex abundance in female mice exposed to air or cigarette smoke. Quantification of band densitometry is shown in Figure 4.
**Figure S3.** AAV9‐GFP drives a robust immune response in skeletal muscle. (A) Volcano plot of mRNA levels as determined by RNA sequencing. Blue dots represent genes upregulated in AAV‐CAAHR treated mice. Orange dots represent genes downregulated in AAV‐CAAHR mice (B) Gene ontology analysis of significantly downregulated genes in AAV‐CAAHR treat mice indicate immune changes in the muscle. (C) Quantitative PCR analysis of selected immune genes from the RNA sequencing results demonstrates that these genes are not downregulated in AAV‐CAAHR treated mice when compared to naiive mice that were not infected with AAV. These analyses indicate the AAV‐GFP treatment promotes a local immune response in muscle. Error bars represent the standard deviation. Analysis in panel C was done using one‐way ANOVA.

# Supplementary material for: Chronic aryl hydrocarbon receptor activity impairs muscle mitochondrial function with tobacco smoking
**Source:** J Cachexia Sarcopenia Muscle. 2024 Feb 9;15(2):646–59. doi: 10.1002/jcsm.13439
**Supplement:** Supplementary file 1 — Figure S1. Muscle‐specific deletion of AHR does not impact mitochondrial hydrogen peroxide emission. (A) A description of the substrate protocol for isolated muscle mitochondrial hydrogen peroxide analysis. (B) Mitochondrial hydrogen peroxide emission (JH2O2) in isolated mitochondrial from skeletal muscle (gastrocnemius) in male and female mice, as well as quantification of JH2O2 under state 2 conditions. (C) Mitochondrial JH2O2 protocol performed in permeabilized myofiber bundles prepared from the red gastrocnemius muscle of mice. (D) Mitochondrial JH2O2 in permeabilized bundles across each step in the protocolAnalysis in all panels was done using two‐way ANOVA Šidák's post‐hoc testing for multiple comparisons when appropriate. Figure S2. Uncropped western blot membranes for female mice. Uncropped images for western blotting analysis of mitochondrial OXPHOS protein complex abundance in female mice exposed to air or cigarette smoke. Quantification of band densitometry is shown in Figure 4. Figure S3. AAV9‐GFP drives a robust immune response in skeletal muscle. (A) Volcano plot of mRNA levels as determined by RNA sequencing. Blue dots represent genes upregulated in AAV‐CAAHR treated mice. Orange dots represent genes downregulated in AAV‐CAAHR mice (B) Gene ontology analysis of significantly downregulated genes in AAV‐CAAHR treat mice indicate immune changes in the muscle. (C) Quantitative PCR analysis of selected immune genes from the RNA sequencing results demonstrates that these genes are not downregulated in AAV‐CAAHR treated mice when compared to naiive mice that were not infected with AAV. These analyses indicate the AAV‐GFP treatment promotes a local immune response in muscle. Error bars represent the standard deviation. Analysis in panel C was done using one‐way ANOVA.

**SUPPLEMENTAL MATERIAL**

**Chronic aryl hydrocarbon receptor activation impairs muscle mitochondrial function with tobacco smoking**

Liam F. Fitzgerald^2,*^, Jacob Lackey^1,*^, Ahmad Moussa^1^, Sohan V. Shah^2^, Ana Maria Castellanos^1^, Shawn Khan^1^, Martin Schonk^2^, Trace Thome^1^, Zachary R. Salyers^1^, Niska Jakkidi^1^, Kyoungrae Kim^1^, Qingping Yang^1^, Russell T. Hepple^2,4,*^ Terence E. Ryan^1,3,4,*,#^,

**Running Head:** Role of the AHR in smoking-induce muscle pathology

**^*^**These authors contributed equally.

**KEYWORDS:** cigarette, atrophy, skeletal muscle, dioxin

**Funding:** This research was funded by the James and Esther King Biomedical Research Program (Florida Department of Health), grant number 20K05 awarded to T.E.R. and R.T.H. L.F.F. was supported by a postdoctoral fellowship from the American Heart Association, grant number POST836216. T.T. was supported by a Ruth L. Kirschstein National Research Service Award Fellowship from the NIH/NIDDK, grant number F31-DK128920. K.K. was supported by a postdoctoral fellowship from the American Heart Association, grant number POST903198.

**Disclosures:** None.

**Expanded Materials and Methods**

**Animals*.*** We generated muscle-specific AHR knockout mice (AHR^mKO^) by breeding conditionally floxed AHR mice (AHR^tm3.1Bra^/J, Jackson Laboratories, Stock No. 006203) with HSA-MCM mice that express MerCreMer double fusion protein under the control of the human ACTA1 (actin, alpha 1, skeletal muscle) promoter (Tg(ACTA1-cre/Esr1*)2Kesr/J, Jackson Laboratories, Stock No. 025750). Muscle-specific AHR knockout was induced by intraperitoneal injection of tamoxifen (80mg/kg) for five consecutive days. Muscle-specific DNA recombination was confirmed using PCR amplification of genomic DNA using primers flanking Exon 2 (Forward = 5-atcttgtgtcaggaacaggccatc-3’ and Reverse = 5’-ggtacaagtgcacatgcctgc-3’). For experiments involving AAV delivery, five-month-old C57BL6J mice (n=48) were purchased from Jackson Laboratories (Stock No. 000664). For experiments assessing temporal changes in AHR signaling following acute cigarette smoke exposure, three and a half-month-old C57BL6J male mice (n=32) were purchased from Jackson Laboratories (Stock No. 000664). All mice were housed in a temperature- (22°C) and light-controlled (12h light/12h dark) room and maintained on standard chow diet (Envigo Teklad Global 18% Protein Rodent Diet 2918 irradiated pellet) with free access to food and water. All animal experiments adhered to the Guide for the Care and Use of Laboratory Animals from the Institute for Laboratory Animal Research, National Research Council, Washington, D.C., National Academy Press, 2011, and any updates. All procedures were approved by the Institutional Animal Care and Use Committee of the University of Florida (Protocol 202009766).

**Cigarette Smoke Exposure*.*** Four weeks following the last intraperitoneal injection of tamoxifen, AHR^mko^ mice were exposed to either room air or tobacco smoke (TS) for 16 weeks, with TS exposures as described previously [1, 2]. Briefly, 3R4F research-grade cigarettes were purchased from the University of Kentucky (Lexington, KY, USA) and smoked according to the protocol approved by the Federal Trade Commission (1 puff per minute per cigarette, where each puff was 2 s in duration and 35 ml in volume) using a Teague TE-10 whole-body smoke exposure system (Teague Enterprises, Woodland, CA, USA). Mice in the TS group were exposed for 1 h, twice per day, 5 days per week for a total of 16 weeks. The concentration of TS was measured during each smoke exposure using a standard flow meter and filter paper per manufacturer protocol. The average TS concentration across the 16 weeks was 220±80mg/m^3^. Mice in the air-exposed group were kept in the same barrier facility as the TS-exposed mice, but not exposed to TS.

**AAV Construction and Delivery*.*** To accomplish muscle cell-specific overexpression of transgenes, the human skeletal actin (ACTA1; termed HSA herein) promoter (1541 bp proximal to the transcription start site) was PCR amplified from human genomic DNA isolated from a donor muscle biopsy. The AAV-HSA-GFP plasmid was developed by inserting a human HSA promoter and GFP (ZsGreen1) into the promoterless AAV vector (Cell BioLabs, Cat. No. VPK-411-DJ) using In-Fusion Cloning (Takara Bio, Cat. No. 638911). Similarly, the mouse AHR, including ligand binding domain, was PCR amplified from cDNA obtained from a C57BL6J mouse and inserted downstream of the HSA promoter. To generate a constitutively active AHR (CAAHR) vector, the mouse AHR coding sequence was PCR amplified from cDNA obtained from a C57BL6J mouse such that the ligand binding domain (amino acids 277–418) was deleted, and subsequently inserted downstream of the HSA promoter. The resulting plasmids were packaged using AAV2/9 serotype by Vector Biolabs (Malvern, PA). AAV9 was delivered via intramuscular injections of the hind limb (gastrocnemius, tibialis anterior (TA), extensor digitorum longus (EDL)) muscles of both legs at a dosage of 5E+11 vg/limb.

**Preparation of Permeabilized Myofiber Bundles*.*** Mice were anaesthetized by intraperitoneal injection of ketamine (90 mg/kg) and xylazine (10 mg/kg) and the gastrocnemii removed, blotted to remove excess blood, and weighed. The red portions

of the gastrocnemii were then carefully dissected using a pair of sharp scissors and then placed into pre-cooled buffer A (CaK_2_EGTA (2.77mM), K_2_EGTA (7.23mM), MgCl_2_ (6.56mM), dithiothreitol (0.5mM), K-MES (50mM), imidazole (20mM), taurine (20mM), Na_2_ATP (5.3mM), phosphocreatine (15mM), pH 7.3 at 4°C). The remaining portions of the gastrocnemii were either used to isolate skeletal muscle mitochondria (see below) or snap-frozen in liquid nitrogen and stored at -80°C for subsequent analysis. Thin fiber bundles from the red gastrocnemii were carefully separated along their fiber orientation in buffer A at 4°C, as described previously [3]. Myofiber bundles were then permeabilized by mild shaking for 30 min in buffer A supplemented with saponin (50µg/ml). After permeabilization, fiber bundles were immediately washed for 10 min in buffer D (MgCl_2_-6H_2_O (5mM), K-MES (105mM), KCl (30mM), KH_2_PO_4_ (10mM), EGTA (1mM), BSA (2.5g/L), pH 7.2 at room temperature), then blotted dry to remove excess water and weighed prior to measurement of oxygen consumption or H_2_O_2_ emission.

**Isolation of Skeletal Muscle Mitochondria.** To isolate skeletal muscle mitochondria, the gastrocnemius muscle was rapidly dissected and placed in ice-cold PBS supplemented with 10mM EDTA. The muscle was carefully trimmed of fat and connect tissues, minced on ice, and digested for five-minute with 0.025% w/v trypsin (Millipore-Sigma, Cat. No. T4799). Following trypsin digestion, the tissue was centrifuged for five minutes at 200xG and the supernatant was aspirated. The digested tissue pellet was resuspended in Buffer C (MOPS (50mM), KCl (100mM), EGTA (1mM), MgSO_4_ (5mM), bovine serum albumin (BSA; 2g/L); pH=7.1) and then homogenized via a glass-Teflon homogenizer (Wheaton) and subsequently centrifuged at 800xG for ten minutes. The tissue pellet was discarded, and the resulting supernatant was centrifuged at 10,000xG for ten minutes to pellet mitochondria. All steps were performed at 4°C. The mitochondrial pellet was gently washed to remove any damaged mitochondria and then re-suspended in Buffer B (MOPS (50mM), KCl (100mM), EGTA (1mM), MgSO_4_ (5mM); pH=7.1) and protein concentration was determined using bicinchoninic acid protein assay (ThermoFisher Scientific, Cat. No. A53225).

**Assessment of Mitochondrial Oxygen Consumption and Hydrogen Peroxide Emission*.*** For experiments involving isolated mitochondria, respiratory function was assessed at 37°C in buffer D (in mmol/l) supplemented with creatine monohydrate (5 mM), using the OROBOROS O2K Oxygraph. Isolated mitochondria were energized with glutamate and malate (10mM and 2.5mM respectively) to obtain state 2 respiration, followed by

addition of 20U/ml creatine kinase, 5mM ATP, and 1mM phosphocreatine (PCr) to mimic a near maximal exercise condition. Subsequent additions of PCr were added stepwise to bring the cellular energy demand down to resting conditions. The slope of the relationship between cellular energy demand (∆G_ATP_) and oxygen consumption (*J*O_2_) was calculated (termed OXPHOS conductance)[4]. The rate of respiration was expressed as pmol/sec/mg of mitochondria. All respiration measurements were conducted at 37°C and a working range [O_2_] of ~200 μM. H_2_O_2_ production was assessed using identical substrate conditions as performed in the OROBOROS O2K Oxygraph via the Amplex Ultra Red/horseradish peroxidase detection system as previously described [5, 6].

For experiments involving permeabilized myofiber bundles, mitochondrial respiratory capacity was assessed at 37°C in buffer D supplemented with creatine monohydrate (5

mM) using a polarographic oxygen sensor (Oxygraph-2k; Oroboros, Innsbruck, Austria). Briefly, small 1-2 mg (wet weight) permeabilized bundles were added to the respiration chambers (one bundle per chamber). Myofiber respiration was performed at [O_2_] ≥150 μM to eliminate O_2_ diffusion limitations. Mitochondria were energized with glutamate and malate (10 mM and 5 mM, respectively) to obtain state 2 respiration of CI, adenosine diphosphate (ADP, 2 mM) to obtain state 3 respiration of CI, and succinate (10 mM) to obtain CI+CII-driven state 3 respiration. Next, cytochrome c (10 μM) was added to the chambers to assess the integrity of the outer mitochondrial membrane. Experiments with a ≥10% increase in respiration upon addition of cytochrome c were not used for analysis. To determine the respiratory capacity of CIV, independent of upstream complexes, antimycin A (10 μM) was added to the chambers, followed by ascorbate and N,N,N’,N’-tetramethyl-p-phenylenediamine (TMPD; 10 mM and 1 mM,

respectively). To evaluate the OXPHOS coupling efficiency, we calculated the acceptor control ratio (state 3:2). The rate of respiration was expressed as pmol/sec/mg of muscle tissue (wet weight).

H_2_O_2_ production was assessed in permeabilized myofiber bundles using a spectrofluorometer (FluoroMax, Horiba Scientific Instruments, Irvine, CA, USA) with the following parameters (Excitation: 565nm; Emission: 600nm; 2nm slit widths). Mitochondrial ROS production was measured based on H_2_O_2_ emission detected by the reaction of H_2_O_2_ with Amplex UltraRed, catalyzed by horseradish peroxidase, as described previously [7, 8]. Small (1-2 mg wet weight) permeabilized bundles were

added to a quartz cuvette containing 1mL buffer D supplemented with creatine monohydrate (5 mM). After basal H2O2 emission was determined, mitochondria were energized with glutamate and malate (10mM and 5mM, respectively), succinate (10mM), sub-maximal ADP (0.1mM), maximal ADP (2mM), and lastly antimycin A (10 μM). To allow calculation of H_2_O_2_ production rates, a standard calibration curve was generated using titrations of a known concentration of H_2_O_2_. All experiments were performed at 37°C.

**Nerve-mediated Muscle Contractile Function.** Skeletal muscle contractile function was assessed in the EDL muscle *in-situ* using stimulation of the peroneal nerve. Mice were anesthetized with ketamine (90mg/kg) and xylazine (10mg/kg) and the distal EDL tendon was carefully isolated, and a silk ligature was tied and attached to the lever arm of the force transducer (Cambridge Technology; Model: 2250). The hindlimb was stabilized to prevent movement and temperature of the platform maintained at 37°C using a water bath. Needle electrodes (Chalgren, Cat. No. 111-725-24TP) were inserted on either side of the peroneal nerve and attached to a 701A stimulator (Aurora Scientific) and 0.2ms pulses at 15V were delivered. Data collection and servomotor control were manipulated using a Lab-View-based DMC program (version v5.500). Optimal length was determined by applying twitch contractions and adjusting the muscle length. Force frequency curves were created by stimulating at 1, 25, 50, 75, 100, 125, 150, and 175 Hz with one-minute rest between contractions. Following force frequency testing, muscle fatiguability was assessed by delivering 50Hz contractions every two seconds for three minutes. Recovery from fatigue was examined by delivering additional 50Hz contractions at 1, 3, 5, and 10-minutes post-fatigue testing. Specific force was calculated by normalizing forces to the muscle weight.

**Skeletal Muscle Histology and Immunofluorescence Microscopy*.*** 10-µm-thick transverse sections of the TA, EDL, and Soleus (Sol) muscles were cut using a cryotome (Leica CM3050S) and collected on slides for staining. Skeletal myofiber cross-sectional area (CSA) was assessed by staining muscle sections with 5μg/ml wheat germ agglutinin conjugated to AlexaFluor-647 (Invitrogen, Cat. No. W32466), washed with PBS, and cover slipped with Vectashield Hardmount with DAPI (Vector Laboratories, Cat. No. H-1500). Images were obtained at 20x magnification using an Evos FL2 Auto microscope (ThermoFisher Scientific) and tiled/merged images of the entire muscle cross-section were used for analysis. Myofiber CSA analysis was performed using MuscleJ [9], an automated image analysis program in Fiji.

**RNA-isolation and qRT-PCR*.*** Total RNA was extracted from gastrocnemius muscle using TRIzol (Invitrogen, Cat. No.15-596-018). The muscle sample was homogenized with TRIzol using PowerLyzer 24 (Qiagen), and RNA was isolated using Direct-zol RNA MiniPrep kit (Zymo Research, R2052) following the manufacturer’s direction. cDNA was generated from 500ng of RNA using the LunaScript RT Supermix kit (New England Biolabs, E3010L) according to the manufacturer’s directions. Real-time PCR (RT-PCR) was performed on a Quantstudio 3 (ThermoFisher Scientific) using Luna Universal qPCR master mix (New England Biolabs, M3003X) and the following primers: AHR (Forward-AACATCACCTATGCCAGCCG, Reverse-GGTCTCTGTGTCGCTTAGAAGG), Cyp1A1 (Forward-CAGCCTTCCCAAATGGTTTA, Reverse-GCCTGGGCTACACAAGACTC), and L32 (Forward-TTCCTGGTCCACAATGTCAA, Reverse-GGCTTTTCGGTTCTTAGAGGA) was used as the housekeeping control. Relative gene expression was calculated using 2^-ΔΔCT^ from the relevant control group.

**Immunoblotting.** Protein abundance was measured using western blotting approaches as follows. Muscles were lysed in CelLytic M (Millipore-Sigma, Cat. No. C2978) and protein concentrations determined by bicinchoninic acid protein assay (ThermoFisher Scientific, Cat No. A53225). Lysates were mixed with Laemmli sample buffer (Bio-Rad, Cat. No. 1610737) supplemented with beta-mercaptoethanol and proteins were separated using SDS-PAGE gels (Bio-Rad, Cat. Nos. 5678044 or 4561094) and subsequently transferred to polyvinylidene fluoride (PVDF) membranes. Total protein on the PVDF membrane was quantified using Bio-Rad’s Stain Free technology. PVDF membranes were then blocked for 90 minutes in blocking buffer (Licor, Cat. No. 927-60001). To examine protein abundance of mitochondrial electron transport system complexes, the PVDF membranes were incubated overnight with an antibody cocktail targeting protein subunit of each electron transport system complex (Abcam, Cat. No. ab110413; 1:1000 dilution). The following morning, membranes were washed with tris-buffered saline containing 0.1% (v/v) Tween-20 and then incubated with appropriate secondary antibodies conjugated to IRDye 680RD from Licor (1:15,000 dilution). Images were acquired using a Licor Odyssey DLx and band intensities were quantified using Licor’s Empiria Studio software.

**Citrate Synthase Activity Assay.** Gastrocnemius muscles were lysed in CelLytic M (Millipore-Sigma, Cat. No. C2978) and protein concentrations determined by bicinchoninic acid protein assay (ThermoFisher Scientific, Cat No. A53225). Twenty micrograms of lysate were loaded into a 96-well plate and citrate synthase activity was measured using a commercially available kit (Millipore-Sigma, Cat. No. CS0720).

**Gene expression profiling in human muscle specimens.** To examine the AHR signaling pathway in human muscle specimens from patients with chronic obstructive pulmonary disease (COPD) and age-matched healthy controls that were non-smokers, we analyzed a publicly available microarray dataset (GEO100281). Information on the

physical and clinical characteristics of patients, as well as sample processing can be found in the original publication [10]. Gene expression data were RMA-treated using Affymetrix Power Tools (APT, 1.16.1) and imported into R (version 4.2.0).

**RNA sequencing in mouse muscle specimens.** Total RNA was extracted from gastrocnemius muscle using the Direct-zol RNA MiniPrep kit (Zymo Research, Cat. No. R2052) following the manufacturer’s direction. Library preparation and mRNA sequencing via PolyA selection was performed by Genewiz (Azenta Life Science, South Plainfield, NJ). Paired-end 150bp reads were sequenced on an Illumina HiSeq 4000. Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. The hit counts were summarized and reported using the gene_id feature in the annotation file. Only unique reads that fell within exon regions were counted. 

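The deposited table lists 49315 Ensembl gene identifiers, of which 49056 (99.47%) are in the GENCODE M21 annotation of GRCm38 that was used here for gene names and positions. Counting only unique reads leaves out reads shared between near-identical copies of a gene, and it gives 1 number per gene whichever exon a read fell on.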

If a strand-specific library preparation was performed, the reads were strand-specifically counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the customer-defined groups of samples was performed. 

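The DESeq2 Wald test was run again on the deposited counts of the 5 AHR fl/fl and 5 AHR mKO mice. A count was present for 31858 genes, and 10858 genes received an adjusted p after DESeq2's independent filtering. An adjusted p under 0.05 was found for 21 genes, 7 higher and 14 lower in AHR mKO muscle, and an adjusted p under 0.1 for 27 genes, 12 higher and 15 lower. Apart from *Esr1*, the absolute log2 fold changes of the 21 genes were between 0.22 and 0.92. All 21 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test, and the 20 other than *Esr1* had adjusted p between 0.432 and 0.606 in it.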

The Wald test was used to generate p-values and log2 fold changes. 

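With both limits applied to the DESeq2 result, an adjusted p under 0.05 and an absolute log2 fold change over 1, the comparison of AHR mKO with AHR fl/fl muscle after smoke gave 1 gene, *Esr1*, with a log2 fold change of 4.44 (standard error 0.218) in DESeq2. Without regard to p, 48 genes had an absolute log2 fold change over 1 in the edgeR fit.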

Genes with an adjusted p-value < 0.05 and absolute log2 fold change > 1 were called as differentially expressed genes for each comparison. Below are the results of the number of significantly differentially expressed genes for all comparisons provided. A gene ontology analysis was performed on the statistically significant set of genes by implementing the software GeneSCF v.1.1-p2. The mgi GO list was used to cluster the set of genes based on their biological processes and determine their statistical significance. A list of genes clustered based on their gene ontologies was generated. The raw data have been deposited in NCBI’s Gene Expression Omnibus and can be accessed using accession numbers GSE225607 and GSE225670.

**Statistical analysis*.*** Data are presented as mean ± SD. Normality of data was tested with the Shapiro-Wilk test. Comparisons between two groups were performed by Student’s unpaired two-tailed *t*-test. If variances were found to be different between groups, an unpaired *t*-test with Welch’s correction was performed. Comparisons of data with more than two groups were performed using two-way ANOVA with Šidák’s post-hoc testing for multiple comparisons when significant interactions were detected. All statistical analysis was performed in GraphPad Prism (Version 9.0). In all cases, *P*<0.05 was considered statistically significant.

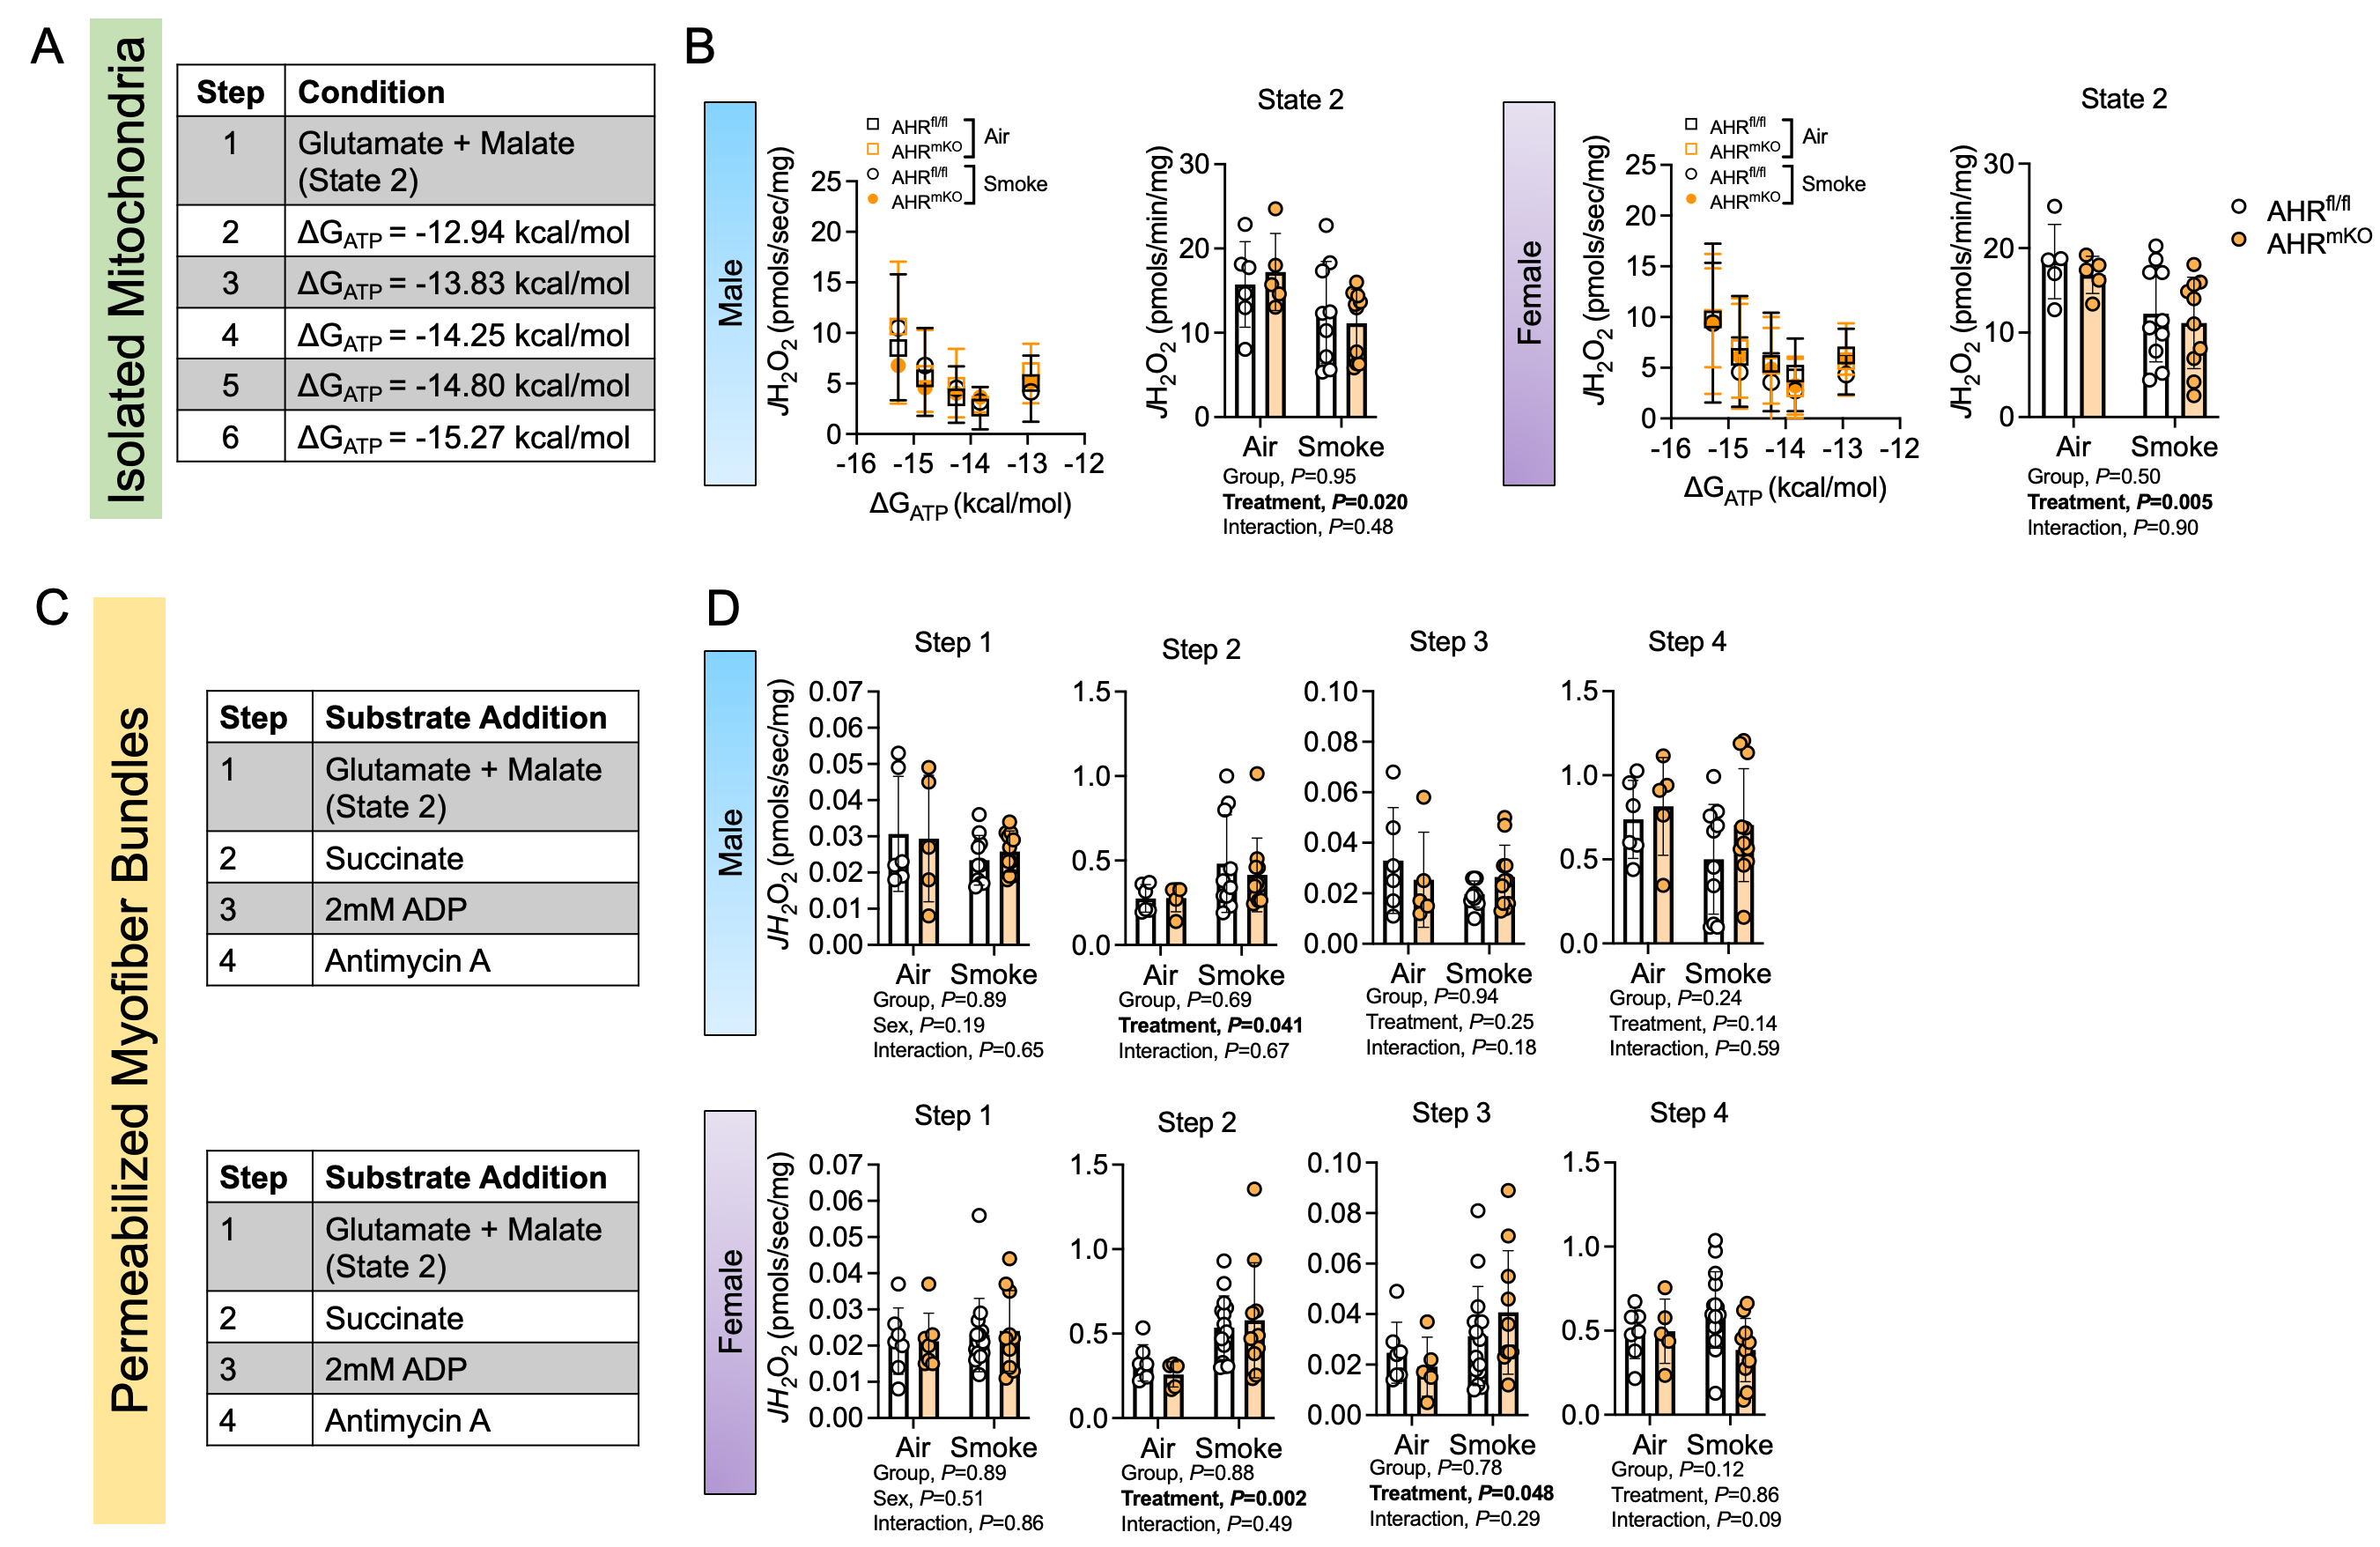

**Supplemental Figure 1. Muscle-specific deletion of AHR does not impact mitochondrial hydrogen peroxide emission.** (**A**) A description of the substrate protocol for isolated muscle mitochondrial hydrogen peroxide analysis. (**B**) Mitochondrial hydrogen peroxide emission (*J*H_2_O_2_) in isolated mitochondrial from skeletal muscle (gastrocnemius) in male and female mice, as well as quantification of *J*H_2_O_2_ under state 2 conditions. (**C**) Mitochondrial *J*H_2_O_2_ protocol performed in permeabilized myofiber bundles prepared from the red gastrocnemius muscle of mice. (**D**) Mitochondrial *J*H_2_O_2_ in permeabilized bundles across each step in the protocolAnalysis in all panels was done using two-way ANOVA Šidák’s post-hoc testing for multiple comparisons when appropriate.

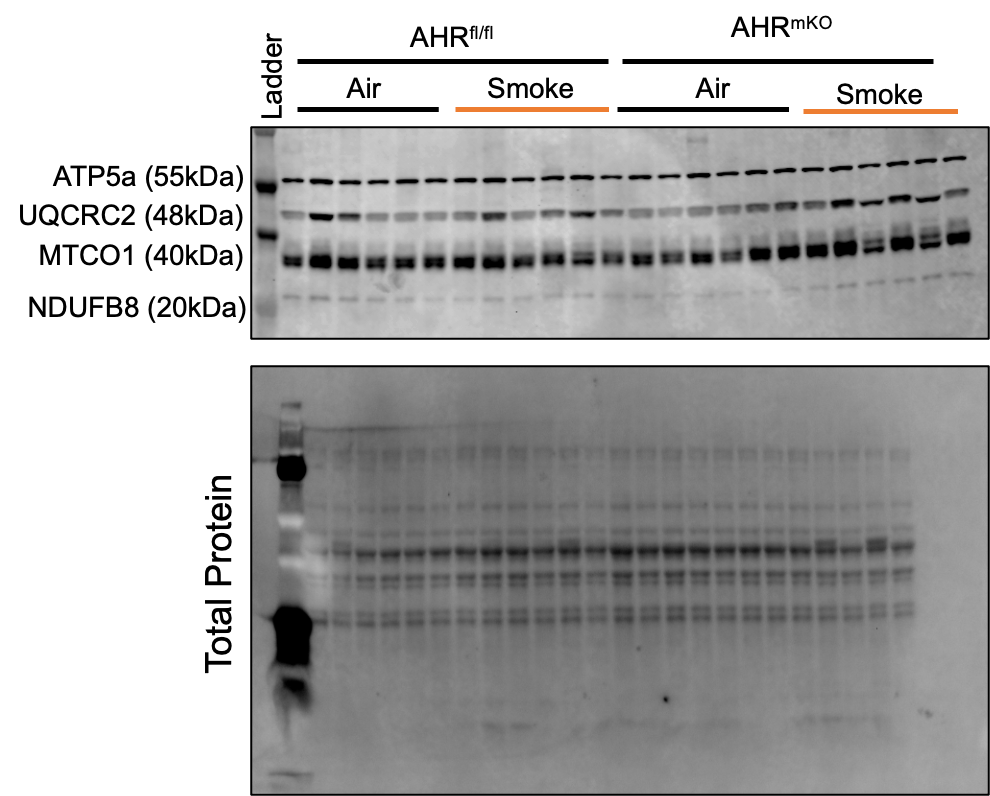

**Supplemental Figure 3. Uncropped western blot membranes for female mice.** Uncropped images for western blotting analysis of mitochondrial OXPHOS protein complex abundance in female mice exposed to air or cigarette smoke. Quantification of band densitometry is shown in Figure 4.

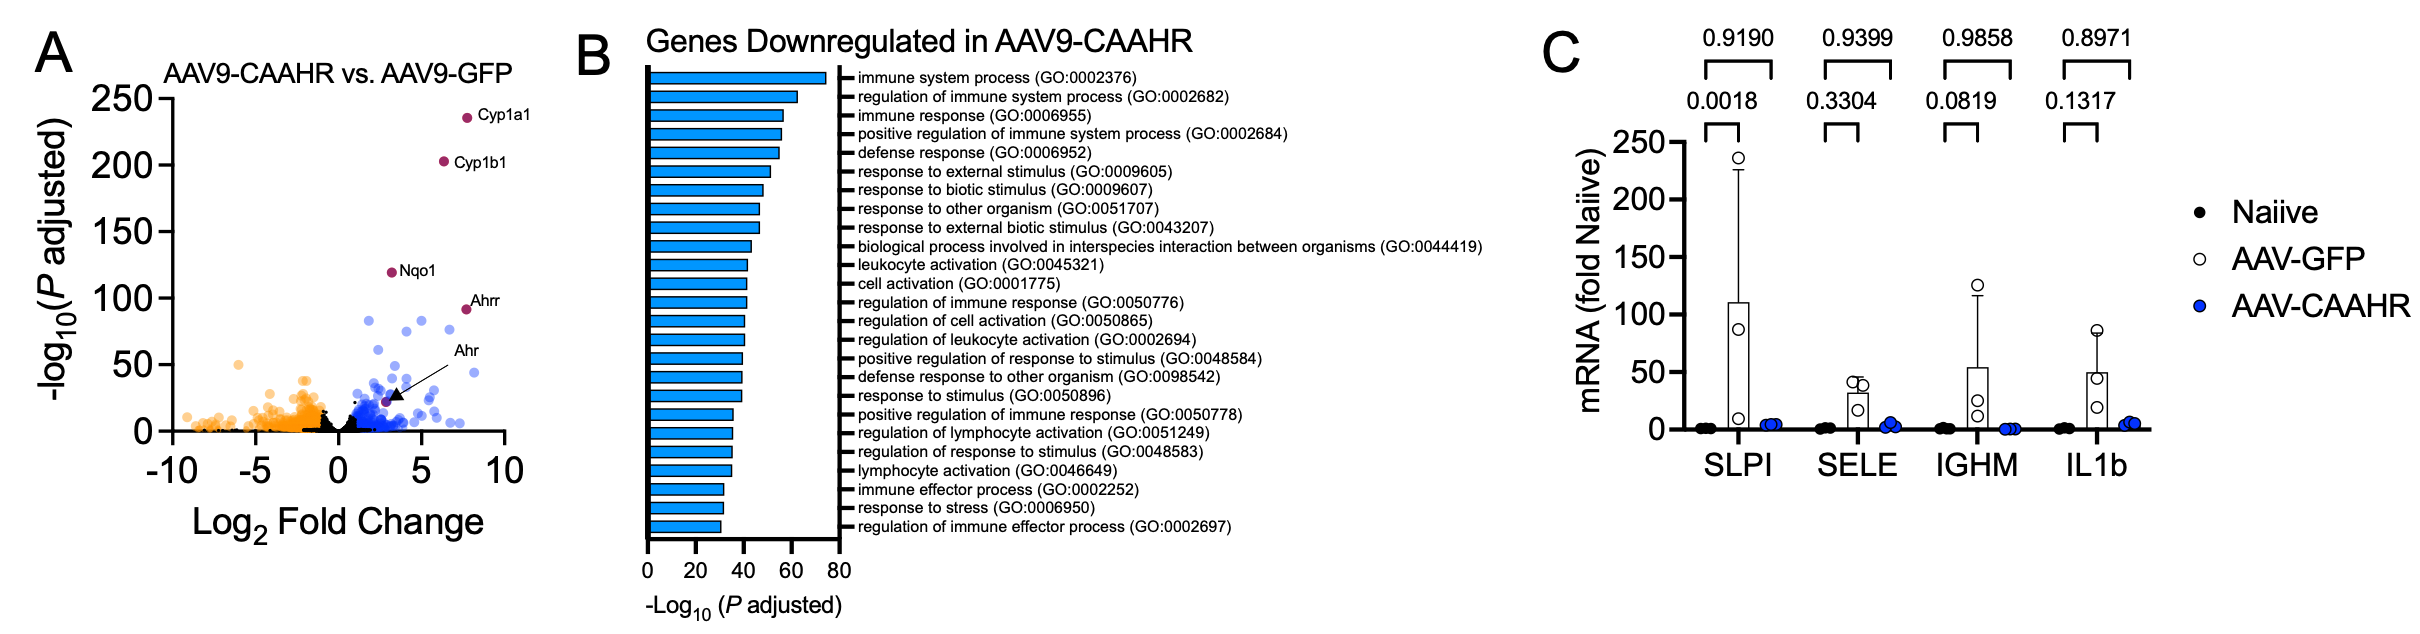

**Supplemental Figure 3. AAV9-GFP drives a robust immune response in skeletal muscle.** (**A**) Volcano plot of mRNA levels as determined by RNA sequencing. Blue dots represent genes upregulated in AAV-CAAHR treated mice. Orange dots represent genes downregulated in AAV-CAAHR mice (**B**) Gene ontology analysis of significantly downregulated genes in AAV-CAAHR treat mice indicate immune changes in the muscle. (**C**) Quantitative PCR analysis of selected immune genes from the RNA sequencing results demonstrates that these genes are not downregulated in AAV-CAAHR treated mice when compared to naiive mice that were not infected with AAV. These analyses indicate the AAV-GFP treatment promotes a local immune response in muscle. Error bars represent the standard deviation. Analysis in panel C was done using one-way ANOVA.

**Supplementary References**

1. de Souza, A.R., et al., *Aryl hydrocarbon receptor (AhR) attenuation of subchronic cigarette smoke-induced pulmonary neutrophilia is associated with retention of nuclear RelB and suppression of intercellular adhesion molecule-1 (ICAM-1).* Toxicological Sciences, 2014. **140**(1): p. 204-223.

2. Kapchinsky, S., et al., *Smoke‐induced neuromuscular junction degeneration precedes the fibre type shift and atrophy in chronic obstructive pulmonary disease.* The Journal of physiology, 2018. **596**(14): p. 2865-2881.

3. Picard, M., et al., *Resistance to Ca2+-induced opening of the permeability transition pore differs in mitochondria from glycolytic and oxidative muscles.* American Journal of Physiology-Regulatory, Integrative and Comparative Physiology, 2008. **295**(2): p. R659-R668.

4. Fisher-Wellman, K.H., et al., *Mitochondrial Diagnostics: A Multiplexed Assay Platform for Comprehensive Assessment of Mitochondrial Energy Fluxes.* Cell Rep, 2018. **24**(13): p. 3593-3606 e10.

5. Thome, T., M.D. Coleman, and T.E. Ryan, *Mitochondrial Bioenergetic and Proteomic Phenotyping Reveals Organ-Specific Consequences of Chronic Kidney Disease in Mice.* Cells, 2021. **10**(12).

6. Thome, T., et al., *Uremic metabolites impair skeletal muscle mitochondrial energetics through disruption of the electron transport system and matrix dehydrogenase activity.* American Journal of Physiology-Cell Physiology, 2019. **317**(4): p. C701-C713.

7. Picard, M., et al., *Mitochondrial functional impairment with aging is exaggerated in isolated mitochondria compared to permeabilized myofibers.* Aging cell, 2010. **9**(6): p. 1032-1046.

8. Anderson, E.J. and P.D. Neufer, *Type II skeletal myofibers possess unique properties that potentiate mitochondrial H2O2 generation.* American Journal of Physiology-Cell Physiology, 2006. **290**(3): p. C844-C851.

9. Mayeuf-Louchart, A., et al., *MuscleJ: a high-content analysis method to study skeletal muscle with a new Fiji tool.* Skelet Muscle, 2018. **8**(1): p. 25.

10. Willis-Owen, S.A.G., et al., *COPD is accompanied by coordinated transcriptional perturbation in the quadriceps affecting the mitochondria and extracellular matrix.* Scientific Reports, 2018. **8**.

How the deposited data were processed for this re-analysis (not part of the article)

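The files cover RNA from the gastrocnemius of 10 smoke-exposed male mice, 5 AHR fl/fl and 5 AHR mKO. The other experiments of the paper, including the AAV9-HSA-CAAHR muscles and the air-exposed mice, were not analysed here.

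The authors trimmed the reads with Trimmomatic, mapped them to GRCm38 with STAR, and counted unique reads on exons per gene with featureCounts. They deposited the raw counts per gene, 1 column for each mouse, not normalized and not pooled. The text does not name the Ensembl release, and it gives strand-specific counting only as a condition, without saying whether the library was stranded. All columns were used.

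Gene names, positions, exon lengths and GC content were taken from GENCODE M21 of GRCm38, which holds 49056 of the 49315 gene identifiers. The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total count of 15, library sizes were normalized by TMM, and the genotypes were compared by the quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment over 14714 genes. CPM are TMM-normalized, and log2 CPM used a prior count of 2. The 95% intervals come from the standard errors and degrees of freedom of the fit. Single genes were also compared by two-sided exact permutation tests over the 252 assignments of 5 and 5 mice, whose smallest p is 0.00794. Gene sets were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01. The gene sets were listed before the counts were seen.

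The alternatives planned in advance were the DESeq2 1.42.0 Wald test, limma-voom, DESeq2's size factors in edgeR, library size alone, leaving out mtDNA genes, at least 10 counts in every mouse, no filter beyond 1 count in all, estimation without robust=TRUE, 1 surrogate variable (sva 3.50.0), leaving out each mouse, a threshold of 0.1, a test against a log2 fold change of 1, and camera with an estimated correlation. After the data were seen, 3 more were added. They remove the GC and length trends of each library, add a slow-fibre score as a covariate, or add the presence of Xist counts as a covariate. The paper describes the controls as littermates, but the labels do not give the litters and the animal numbers do not repeat between the genotypes, so no pairing could be used.

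The genes named are those the paper names for muscle, and, among genes past the threshold whose groups do not overlap, the 5 with the largest change in each direction, of which *Esr1* was the only one. The fits were tested on simulated data with 14714 genes, of which 200 were changed by known amounts. Of 67 genes changed by 2 on the log2 scale, edgeR called 60, and it called 6 of 14514 unchanged genes. DESeq2 called 61 of the same 67 and 29 of the unchanged genes.

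Total counts per mouse were between 30393035 and 37954388. The floor of 3 counts, scaled by the total counts without normalization, was between 0.079 and 0.0987 CPM. Reads carry no molecular identifiers, so such limits cover counting error only.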

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

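The tests of *Acta1* and of transgene copy number were chosen only after the result was seen, and the estimated correlation between genes, which was to be tried in any case, was taken up as an explanation only after its value was seen.

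*Esr1* in AHR mKO mouse 9 lay apart from the other 4 AHR mKO mice, with a gap of 0.7731 of the range of the group on the log2 scale, where the critical value for 5 samples is 0.71. The same comparison over 40 groups of mice gave 2 such samples, and chance gives 2. *Esr1* CPM in this mouse was 2.3 times the mean of the others. Greater activity of the muscle actin promoter or more myofibre RNA was tested with *Acta1*, whose CPM in mouse 9 was 0.872 of the mean of the others, so this explanation did not account for it. A higher copy number of the MerCreMer transgene in this mouse may give a ratio near 2.3, but the copy numbers are not known and this cannot be told apart from a difference in expression. No biological explanation was tested, since the design gives none within a genotype.

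*Vdac2* in AHR fl/fl mouse 12 lay above the other AHR fl/fl mice, with a gap of 0.7393 of the range. This mouse had the lowest *Myh7* of all 10 mice, at 3.32 CPM. Over the 10 mice *Vdac2* fell as the mean of the slow-fibre genes rose, with r = -0.80 (permutation test, p = 0.00372) and Spearman's rho = -0.71 (permutation test, p = 0.0272). Without the 2 mice farthest from the median score, r was -0.56. This was 1 relation computed after the sample was noted. A low share of slow fibres in the dissected muscle is a candidate explanation, although the relation weakened without those mice, and no biological explanation was tested.

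The 75 nuclear genes for OXPHOS subunits had a median log2 fold change of -0.0923 between AHR mKO and AHR fl/fl muscle, and 71 of the 75 were lower in AHR mKO. Of the 75 genes, 7 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The paper reports the NDUFB8 protein (Fig. 4F) but not the RNA of these genes as a set. With the preset correlation of 0.01 the camera p was 5.06e-09, but the genes rise and fall together in these mice with an estimated correlation of 0.579, and with that correlation the camera p was 0.277. Averaged per mouse, the difference was -0.09 with SDs of 0.06 in AHR fl/fl and 0.11 in AHR mKO (n = 5 each, two-sided exact permutation test, p = 0.159). Of 100 splits of the 10 mice, the real one included, 18 gave a camera p as small, and 64 of the other splits gave one under 0.05. A lower level in AHR mKO muscle therefore cannot be told apart from a chance division of the mice in genes that vary together. With trends with GC content and exon length removed, the median log2 fold change was -0.06 and the camera p 6.85e-05. With the slow-fibre score as a covariate, the median was -0.11 and the camera p 2.4e-14. The median therefore stayed below 0 in both. Both of these p use the preset correlation, at which most other splits also gave a p under 0.05. They can therefore not exclude a part of either in the result, and the effect of loss of AHR on this set remains open.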

How the results depend on the processing

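Of the settings tried, 12 and the leaving out of each of the 10 mice were set before the data were examined, and 3 were chosen after seeing the data (the GC and length trends removed, the slow-fibre score as a covariate, and the presence of *Xist* counts as a covariate).

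The number of genes with an adjusted p under 0.05 was 1 in edgeR's quasi-likelihood test. It was 21 with the DESeq2 Wald test and 5 with no filter on low counts, and 1 in the other 11 settings. It was from 1 to 6 genes across the 10 fits that each left out one mouse, with 6 without AHR mKO mouse 34. The number that also had an absolute log2 fold change over 1 was 1 in every setting, and from 1 to 2 across the fits that left out one mouse. The number of Fig. 8D genes past the threshold was 1, and 2 with the DESeq2 Wald test, in which *Gsr* passed (adjusted p = 0.0279, against 0.132 to 0.831 in the other settings and 0.144 to 0.994 with a mouse left out). No setting called an AHR pathway gene, although DESeq2 gave *Ahr*, *Cyp1a1* and *Cyp1b1* no adjusted p and could have called only *Nqo1* of the 4 tested. In edgeR's quasi-likelihood test 0 of the 4 had an unadjusted p under 0.05. The cause of these changes was not tested.

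The log2 fold change of *Esr1* was between 4.34 and 4.49 over the settings, with adjusted p from 6.61e-88 (DESeq2) to 0.0207 (with 1 surrogate variable), and between 4.11 and 4.54 with a mouse left out. That of *Ahr* was between -0.39 and -0.29, and between -0.48 and -0.13 with a mouse left out, with adjusted p from 0.699 to 0.926 and from 0.773 to 0.994.

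The median log2 fold change of the nuclear OXPHOS genes was between -0.11 and -0.06 over the settings, and between -0.13 and -0.07 with a mouse left out. With the estimated inter-gene correlation, the value stayed at -0.0923 and its camera p rose to 0.277. The median of the mtDNA-encoded genes was 0.02. It was -0.0014 with library size only, -0.0093 with 1 surrogate variable and -0.0211 with the slow-fibre score as a covariate, and from -0.0541 to 0.0634 with a mouse left out. With the GC and length trends removed it was 0.0821, and its camera p over the 10 mice was 0.0391 at the preset correlation. The correlation estimated for this set without that removal was 0.812, and with it the camera p over the 10 mice was 0.827. It has no value when the mtDNA genes are left out, nor has *mt-Co1*. The cause of these changes in direction was not tested.

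Of the 16 other named genes, with 351 values in all, 7 values changed direction and 1 crossed the threshold. *Aldh2* was -0.0063 with the slow-fibre score as a covariate. With a mouse left out, the log2 fold change was from -0.0597 to 0.169 for *Aldh2*, from -0.0422 to 0.001 for *Vdac2*, from -0.0142 to 0.22 for *Vegfa*, from -0.0108 to 0.126 for *mt-Co1* and from -0.0227 to 0.328 for *Cyp1b1*. The lowest adjusted p among these fits was 0.796, for *Vegfa*, and the cause was not tested.

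The depth limits *Ahrr*, with at most 5 counts in a mouse, and to a lesser extent *Ahr*, *Cyp1a1* and *Cyp1b1*, with between 31 and 110 counts.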

Differences from the paper's values

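The -log10 of the adjusted p of *Esr1* is about 86 in Fig. 8C, read by eye, and was 3.36 in edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 87.2, which closes the gap, and none of the others did. The others gave values from 1.68, with 1 surrogate variable, to 10.5, without AHR mKO mouse 9. The paper's supplementary methods name DESeq2 for the comparison, and the legend of Fig. 8 names a two-tailed unpaired t-test with false discovery rate adjustment.

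The legend of Fig. 8D calls its genes differentially expressed between AHR fl/fl and AHR mKO muscle. Of these 10 genes, 1 (*Esr1*) had an adjusted p under 0.05 in edgeR's quasi-likelihood test and 2 (*Esr1* and *Gsr*) in the DESeq2 Wald test, where *Gsr* had an adjusted p of 0.0279. Adjusted over the 10 genes alone, the quasi-likelihood test also gave 2. If the 10 were chosen from these same mice, that adjustment does not allow for the choice.

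The Discussion states that *Polg* followed the level of AHR activation. In AHR mKO muscle the log2 fold change of *Polg* was 0.08, the same direction as with CAAHR in Fig. 8B, with an adjusted p of 0.862 in edgeR's quasi-likelihood test. No setting called it.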

Other observations

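The tests of *Ahr*, of *Xist*, of the depth of AHR fl/fl mouse 33, of the X-linked genes in the other mice, of *Myh7* and of *Arntl* were chosen only after the result was seen.

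*Esr1* rose in every AHR mKO mouse. The HSA-MCM strain that the AHR mKO mice derive from expresses MerCreMer, which contains a mutated Esr1 ligand-binding domain, so that reads of the transgene could be counted on *Esr1*. In that case targets of the oestrogen receptor need not move. Of 12 listed targets 7 were tested, and as a set they did not move (camera p = 0.283, and exact permutation p = 0.540 for their mean in each mouse). If the region around *Esr1* were activated, its neighbours would rise with it. Of 8 neighbours 6 were tested, and as a set they did not rise (camera p = 0.779, and exact permutation p = 0.873 for their mean in each mouse). Transgene reads therefore remain a candidate explanation, one that the deposited counts per gene cannot separate from endogenous *Esr1*, and with 7 target genes a small change could be missed.

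The count of *Ahr* was not clearly lower in AHR mKO muscle. One candidate explanation is that transcripts without exon 2 are still counted. Loss of exon 2 alone would change the count by -0.0497 on the log2 scale, a change too small to tell from none. The 95% interval of -0.90 to 0.20 holds this value, as it holds 0 and larger falls, so the counts do not favour this explanation over others. Transcripts of *Ahr* from cells other than myofibres were not tested. The lowest *Esr1* CPM among mice labelled AHR mKO was 14.1 times the highest among those labelled AHR fl/fl. If *Esr1* marks the genotype, this argues against mislabelled samples. It does not show how fully *Ahr* was recombined in each mouse.

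The single gene past the threshold in edgeR's quasi-likelihood test was weighed against technical causes. Of 100 splits of the 10 mice, 6 gave at least 1 gene, the real split included, so that a count of 1 could arise by chance. This count does not bear on which gene passed, and *Esr1* did not overlap between the groups. A difference in total counts (exact permutation p = 0.0794), in the share of counts on the 10 most counted genes (exact permutation p = 0.0794), in the slow or fast fibre genes (lower camera p = 0.0646) or in genes of 6 other cell types (lowest adjusted camera p = 0.168, for the nerve and Schwann list, unadjusted 0.028, with 6 of 6 genes lower in AHR mKO) was not seen at an adjusted 0.05. For the core clock genes, Fisher's exact p was 1, and with 1 gene past the threshold this decides little. Of these 16 genes, 4 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 in edgeR's quasi-likelihood test. Their camera p was 0.101 at the preset correlation and 0.262 at the estimated one. Both mice with low *Arntl*, described below, were AHR mKO, so a difference in harvest time between genotypes is not excluded.

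DESeq2's 20 genes other than *Esr1* may also reflect a chance division of the mice. Of 100 splits, the real one included, 18 gave as many such genes, while the median of the other splits was 1 and the most was 1175. The split that parted the 5 mice with the lowest *Myh7* from the 5 with the highest gave 571 such genes, more than the split by genotype. In the simulated counts DESeq2 called 29 of 14514 unchanged genes and edgeR 6.

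*Myh7*, a slow-fibre myosin chosen after its values were seen, ranged from 3.32 to 631.4 CPM between mice, a 190-fold range that spanned both genotypes, while *Myh4* ranged 1.61-fold. The other slow-fibre genes rose with it over the 10 mice, with r = 0.96 and rho = 1 (permutation test, p = 1e-05 for each, the smallest they can give, and 4e-05 adjusted over 4 relations). Without the 2 farthest mice r was 0.96. The slow-fibre score did not differ between genotypes (exact permutation p = 0.492), which gave no sign that loss of AHR accounts for it. The content of slow fibres in the muscle and the piece of it that was dissected may each give this pattern and cannot be told apart. According to the Methods, the red portions of the gastrocnemius were cut out for fibre bundles, and remaining portions were frozen or used for mitochondria. The paper does not state whether the sequenced RNA came from such remaining portions. Principal component 1, computed without the slow and fast fibre genes, held 30.5% of the variance and had r = 0.71 with *Myh7* (permutation test, p = 0.0242, adjusted 0.0323) and rho = 0.82 (permutation test, p = 0.00575, adjusted 0.0115). Within genotypes r was 0.94 in AHR fl/fl and 0.42 in AHR mKO mice, and without the 2 farthest mice it was 0.77. The last of the 4 relations was between the trend of each library with exon length and the mean of the nuclear OXPHOS genes, with r = -0.61 (permutation test, p = 0.0622, adjusted 0.0622) and rho = -0.67 (permutation test, p = 0.0395, adjusted 0.0527), and -0.45 for r without the 2 farthest mice. Within genotypes r was 0.68 in AHR fl/fl and -0.67 in AHR mKO mice, so this relation did not hold within both.

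*Arntl*, chosen after its values were seen, was at 9.45 and 6.89 CPM in AHR mKO mice 19 and 22 and between 21.4 and 31.02 CPM in the other 8 mice. A different time of day at harvest may explain it. Over the 10 mice *Arntl* fell as 7 genes of the opposite arm of the clock rose, with r = -0.84 (permutation test, p = 0.00257, adjusted 0.00514 over 4 relations) and rho = -0.49 (permutation test, p = 0.155, adjusted 0.155). Without the 2 farthest mice r was -0.34, so much of the strength of the relation over the 10 mice rests on those mice. Within genotypes r was -0.60 in AHR^fl/fl and -0.86 in AHR^mKO mice (n = 5 each), so the direction was the same in both.

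*Xist*, which is expressed from the inactive X of females, had between 44 and 75 counts in 5 of the 10 male mice (3 AHR fl/fl and 2 AHR mKO) and between 0 and 3 in the other 5. All 10 had at least 4329 counts on 4 genes of the Y. A trace of RNA or reads from a female sample may give this. Of the 14714 genes tested, 0 other than *Xist* had an adjusted p under 0.05 for the presence of *Xist* counts, and 1108 had an unadjusted p under 0.05, which does not decide the source.

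AHR fl/fl mouse 33 had a count on 283 of 1446 olfactory, vomeronasal and trace amine receptor genes, against 45 to 137 in the other mice, and 215 of the 283 had 3 counts or fewer. It was not sequenced more deeply, its total being 0.833 of the median of the others. Genomic DNA in the library is a candidate explanation. In a male it would place about 0.5 as many counts per kb on X-linked as on autosomal genes, and over 389 X-linked and 4783 autosomal protein-coding genes with a count in at most 2 of the other 9 mice the ratio was 0.558 (95% bootstrap interval 0.397 to 0.749). In the other 9 mice, each on its own such genes, the ratio was between 0.277 and 1.47. The interval held 0.5 in 5 of them, and held 0.5 and not 1 in 2 (AHR mKO mice 9 and 19). These 2 mice had a count on 71 and 137 of the receptor genes, against 45 to 51 in 6 of the other mice, so they may carry a smaller trace of the same kind. AHR mKO mouse 22 had a count on 99 of them, and its ratio was 1.12 (interval 0.631 to 1.71), so the ratio did not follow the number of receptor genes in every mouse. A lower share of uniquely mapping sequence on X was not tested and could also lower the ratio.

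AHR mKO mouse 34, without which 6 genes passed the threshold, had the highest *Hspa1a* (105 CPM, against 4.4 to 25.5 in the other 9), *Atf3* (130 CPM, against 5.92 to 66.7), *Socs3* (69.6 CPM, against 2.29 to 34.7) and *Srxn1* (175 CPM, against 26.8 to 87.1). These genes were chosen after their values were seen, and no explanation was tested.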
